# SMAD1/5-mediated recruitment of the histone demethylase KDM1A controls cell fate programs in embryonic stem cells

**DOI:** 10.1016/j.jbc.2025.110591

**Published:** 2025-08-12

**Authors:** Masato Morikawa, Daizo Koinuma, Hiroaki Sakai, Yusuke Kanda, Keiko Yuki, Koji Okamoto, Kohei Miyazono

**Keywords:** bone morphogenetic protein, SMAD transcription factor, histone demethylase, transcription enhancer, embryonic stem cell

## Abstract

Bone morphogenetic proteins (BMPs) play diverse roles in mouse embryonic stem cell (mESC) biology. Recent studies suggest that BMPs induce multiple cell fates and enhance mESC heterogeneity by cross-activating multiple signaling pathways. Although BMPs primarily signal through SMAD1 and SMAD5 in mESCs, their roles remain incompletely defined. Here, we investigated the SMAD signaling pathway using *Smad1/5* double knockout (S1/5 dKO) mESCs. While SMAD1/5 depletion may influence mESC heterogeneity, single-cell RNA sequencing (scRNA-seq) revealed only minor differences between S1/5 dKO and WT cells, suggesting that the observed changes are not because of altered cell states. Chromatin immunoprecipitation sequencing (ChIP-seq) demonstrated that SMAD1/5 recruit the histone demethylase KDM1A/LSD1 to specific genomic regions, where it removes H3K4me1/2 marks associated with enhancers. Published scRNA-seq data from *Kdm1a*-deficient mESCs during embryoid body differentiation further supported this mechanism. This study reveals a transcriptional repression mechanism of SMAD1/5, involving KDM1A-dependent H3K4me1/2 depletion and the regulation of cell type–specific gene expression programs.

Mouse embryonic stem cells (mESCs), derived from and expanded from the inner cell mass (ICM) of preimplantation embryos, are examples of pluripotent stem cells (PSCs) (1, 2, 3). *In vitro*, mouse PSCs can be maintained in various pluripotent states, including ground-naïve, metastable-naïve, formative, and primed pluripotent states (1, 4). These pluripotent states recapitulate the characteristics of distinct developmental stages, such as preimplantation ICM (naïve), prestreak epiblast (formative), and postimplantation epiblast (primed). Initially, culture media supplemented with serum and leukemia inhibitory factor (LIF), hereafter referred to as SL, were used to derive and maintain mESCs (1, 2, 3). In serum-containing culture conditions, mESCs exist in a heterogeneous state and fluctuate between a naïve ICM-like state and a primed epiblast-like state, known as the metastable pluripotent state. In addition, mESCs cultured in SL possess a rare transient subset (∼1%) that exhibits several features of totipotent cells in mouse zygotes and blastomeres at the two-cell (2C) stage after fertilization, referred to as two-cell-like cells (2CLCs) (5).

Bone morphogenetic protein 4 (BMP4) has been shown to replace serum and sustain the self-renewal of metastable-naïve mESCs in conjunction with LIF–signal transducer and activator of transcription 3 signaling (6) (Fig. 1*A*). BMP ligands belong to the transforming growth factor β (TGF-β) family and transmit their signals through distinct combinations of type I and type II receptors of the TGF-β family (7, 8, 9, 10) (Fig. 1*B*). Activated type I receptors phosphorylate receptor-regulated SMAD proteins (R-SMADs): SMAD1, SMAD5, and SMAD8 (encoded by the *Smad9* gene) in the BMP signaling pathway and SMAD2 and SMAD3 in the TGF-β–activin pathway. Following phosphorylation, two R-SMAD molecules form a heterotrimeric complex with SMAD4, translocate into the nucleus, and primarily bind enhancer regions to modulate gene transcription, either activating or repressing target genes. The current model proposes that the SMAD complex selects its DNA-binding target sites through cooperation with lineage-determining transcription factors (TFs) and other signal-dependent TFs (7, 11, 12), enabling context-dependent and cell type–specific biological functions. While SMAD activation is the primary mechanism governing TGF-β–BMP family signaling, the receptors also engage in additional signaling pathways, including the mitogen-activated protein kinase and PI3K–AKT–mammalian target of rapamycin pathways. These are collectively termed non-SMAD signaling pathways (13).

**Figure 1:**
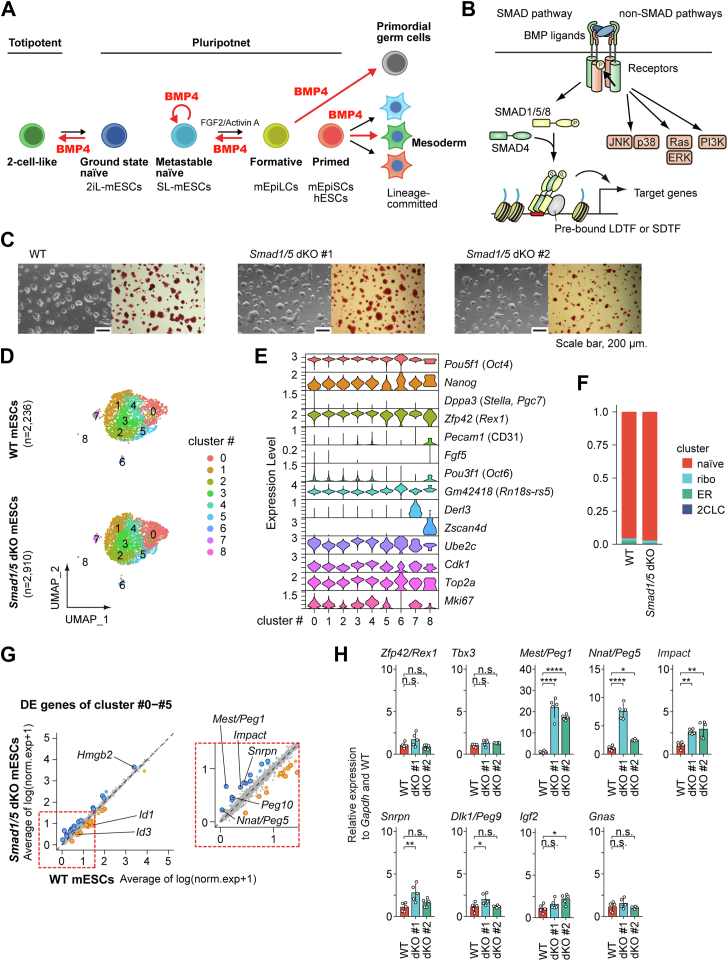
**Single-cell RNA-**s**eq analysis of *Smad1/5*-deficient mESCs and parental mESCs**. *A*, a schematic illustration of roles of BMP signaling in the biology of pluripotent stem cells (PSCs). *B*, a schematic illustration of signaling transduction of BMP signaling. *C*, morphology (*left*) and alkaline phosphatase staining (*right*) of S1/5 dKO cell lines in LIF + serum. Scale bar represents 200 μm. *D*, uniform manifold approximation and projection (UMAP) visualization of the transcriptional heterogeneity of parental E14 mESCs (WT, n = 2236) and *Smad1/5*-deficient mESCs (S1/5 dKO, n = 2910). Cells are colored based on the clusters they belong to. *E*, stacked violin plots of the integrated data showing the expression profile of marker genes: pluripotency (*Pou5f1*/OCT4), naïve pluripotency (*Nanog*, *Zfp42*), formative/primed pluripotency (*Fgf5*, *Pou3f1*/OCT6), late 2-cell stage (*Zscan4d*), and G2/M phase (*Ube2c*, *Cdk1*, *Top2a*). *F*, stacked bar plot showing the fraction of cell subtypes determined by marker gene expression. *G*, scatter plots showing expression patterns of genes in WT and S1/5 dKO cells. Average expression of log-normalized genes, difference between the transcriptomic profiles of WT and S1/5 dKO cells. Among the differentially expressed genes (DEGs), top 40 genes (20 upregulated and 20 downregulated) are highlighted in *orange* and *light blue*, respectively. In addition, those with SMAD1/5 binding within 10 kb from their transcription start sites (TSSs) are represented as *rimmed circles*. *Orange*: WT > S1/5 dKO genes, *light blue*: WT < S1/5 dKO genes. *H*, qRT–PCR analysis of mRNA of indicated genes in WT and S1/5 dKO cells. *Gapdh* was used as an endogenous control. Results of n = 5 independent biological replicates are presented as scatter plots with bar graphs, which indicate mean ± SD. Differences between the conditions were analyzed by Tukey's honestly significant difference test corrected for multiple comparisons. ∗, ∗∗, ∗∗∗, ∗∗∗∗, and ns represent *p* < 0.05, 0.01, 0.001, 0.0001, and not significant, respectively. BMP, bone morphogeneic protein; dKO, double KO; EpiLC, mouse epiblast stem cell-like cell; EpiSC, mouse epiblast stem cell; hESC, human embryonic stem cell; LDTF, lineage-determining transcription factor; LIF, leukemia inhibitory factor; mESC, mouse embryonic stem cell; P, phosphorylation; qRT–PCR, quantitative RT–PCR; SDTF, signal-dependent transcription factor.

Mouse ESCs are widely used as a model system for studying BMP signaling (14, 15) (Fig. 1*A*). BMP signaling plays a critical role in maintaining pluripotency and inhibiting neural specification by inducing SMAD1/5 target genes, such as *Id1*, and/or sustaining E-cadherin protein expression (encoded by the *Cdh1* gene) (6, 16). In addition, BMP4 has been shown to convert primed mouse epiblast stem cells into naïve mESCs (17, 18, 19). Furthermore, BMP4 has been reported to promote a transition from a pluripotent to a totipotent state, activating 2C-specific genes and increasing the percentage of 2CLCs in metastable-naïve mESCs cultured in SL (20, 21). These findings suggest that BMP signaling induces multiple cell fates and enhances ESC heterogeneity by cross-activating multiple signaling pathways (20). In contrast, modulation of BMP signaling is a critical step in many differentiation protocols (22). BMPs are potent inducers of mesodermal differentiation during embryonic development. In addition, BMP plays an essential role in the specification and expansion of primordial germ cells. These seemingly conflicting results can be explained, at least in part, by the selective use of SMAD and/or non-SMAD signaling pathways by BMP in heterogeneous metastable populations.

Since *Smad9* mRNA expression is low in mESCs, knocking out *Smad1* and *Smad5* together is sufficient to disrupt BMP–SMAD signaling. Our group and others have generated *Smad1/5*-deficient mESCs (23, 24) as well as *Smad4*-deficient mESCs (23, 25). Both models remain in a naïve pluripotent state, indicating that SMAD signaling is not essential for mESC self-renewal. However, the mechanisms underlying the diverse functions of BMPs remain incompletely defined. A key challenge in studying the SMAD signaling pathway is that its modulation can induce transitions to distinct cell states. Furthermore, SMAD1/5 exhibit distinct genomic DNA-binding profiles that are determined by cell type–specific enhancer landscapes. For example, we previously demonstrated that SMAD1/5-binding patterns in naïve mESCs differ significantly from those observed in formative epiblast stem cell–like cells (EpiLCs) (Fig. S1, *A*–*F*) (23).

The activation and silencing of enhancers are essential for regulating transcriptional programs during development and cell differentiation (reviewed in Refs. (26, 27)). Silencing or inactivation of enhancers involves mechanisms, such as DNA methylation, histone modifications (deacetylation and methylation), and various RNA-mediated processes. Lysine-specific histone demethylase 1A (KDM1A), also known as lysine-specific histone demethylase 1 (LSD1), targets enhancers to remove monomethyl and dimethyl groups from lysine 4 on histone H3 (H3K4me1/2) and plays a key role in enhancer silencing (26). Despite its role in early development, studies have shown that KDM1A is not required for the self-renewal of mESCs, as *Kdm1a*-deficient mESCs can be maintained under standard ESC culture conditions (28, 29, 30). It has been proposed that KDM1A localizes at active pluripotency enhancers in mESCs, where interaction with OCT4 suppresses KDM1A enzymatic activity (31). When mESCs are transferred to differentiation conditions, the KDM1A–nucleosome remodeling deacetylase complex removes H3K4me1 marks from pluripotency enhancers, helping to shut down the mESC gene expression program and facilitate the transition to new cell states. In addition, a recent study found that regions marked by H3K4me1 in *Kdm1a*-deficient mESCs are associated with genes related to neurogenesis (30), suggesting that KDM1A contributes to silencing the differentiation gene program in mESCs in a naïve pluripotent state.

In this study, we employed single-cell transcriptome (single-cell RNA-seq [scRNA-seq]) analysis to comprehensively compare the population characteristics of *Smad1/5*-double knockout (S1/5 dKO) mESCs established and maintained in SL (23), and parental E14 mESCs (WT). Contrary to our initial expectations, scRNA-seq revealed only minor differences between S1/5 dKO and WT cells, validating S1/5 dKO mESCs as a reliable model. Pseudobulk analysis of scRNA-seq identified differentially expressed genes (DEGs). Detailed analysis of the upregulated DEGs, genes whose expression is downregulated by SMAD1/5 (S15down genes), revealed the enrichment of monomethylation and dimethylation of H3K4me1/2 within the DEG loci of S1/5 dKO cells. Mechanistically, SMAD1/5 recruit the histone demethylase KDM1A/LSD1 to target genomic regions, facilitating the demethylation of the enhancer marks H3K4me1/2. Subsequently, we confirmed the physical interaction between SMAD1 and KDM1A. Furthermore, a custom gene set of S15down genes in the S1/5 dKO cells was enriched in *Kdm1a*-deficient cells within a subpopulation corresponding to naïve ESCs, suggesting that transcriptional repression by SMAD1/5 is dependent on KDM1A. Overall, our findings provide insights into a transcriptional repression mechanism of SMAD1/5, which may involve KDM1A-dependent enhancer silencing and the regulation of cell type–specific gene expression programs.

## Results

### Single-cell RNA-seq analysis reveals only minor differences between *Smad1/5*-deficient mESCs and parental mESCs

We previously generated genome-wide SMAD1/5-binding maps in E14 mouse ESCs (WT) under naïve SL or BMP4 + LIF conditions (Fig. 1*C*) (23). 

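Single-cell libraries were made from parental E14 mouse embryonic stem cells (WT) and from *Smad1/5*-deficient E14 cells (S1/5 dKO), 1 library per condition. Both were cultured in SL, a serum medium with LIF (15% FBS and 1000 U/ml LIF) that keeps the cells in a naïve pluripotent state. The labels do not say which of the S1/5 dKO lines was used. With the Chromium 3′ v3 kit, each mRNA molecule is captured near its 3′ end in a droplet with 1 cell and counted through a unique molecular identifier (UMI). The authors counted UMIs per gene and per barcode with Cell Ranger 3.0.2 on the mm10 reference, and deposited these raw counts for 31053 genes. Each deposited matrix lists all barcodes of the kit, most of them without a cell, and holds 100446187 UMIs for WT and 113937221 UMIs for the library labelled S1/5 dKO. Barcodes with at least 1000 detected genes and at most 5% mitochondrial UMIs were taken as cells, as in the paper's methods. This left 2236 WT cells with 95965242 UMIs and 2910 cells with 109020533 UMIs in the library labelled S1/5 dKO. The median was 38662 UMIs per WT cell (range 2230 to 198658) and 34548.5 UMIs per cell in the other library (range 1485 to 151083). No doublets were removed, as in the paper. The cells of both libraries were integrated and clustered again with Seurat (2000 variable genes, 30 principal components and resolution 0.5), and the clusters, numbered from 0 to 6, do not carry the numbers of the paper's clusters. Clusters were named from marker lists, and the cells of clusters 0 to 3 were taken as the main population. Gene levels were compared as counts of UMIs summed over the main population of each library, scaled to its total (CPM), which was 92984343 UMIs for WT and 107391365 UMIs for the library labelled S1/5 dKO. With no replicates, no test between the conditions was made. Intervals are 95% intervals, exact Poisson for sums of UMIs and exact binomial for shares of cells, and cover counting error only.

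Of the targeted genes, *Smad1* (ENSMUSG00000031681, chromosome 8 of GRCm38, 79338395 to 79399518) had 13.5 CPM in WT (1254 UMIs) and 9.14 CPM (982 UMIs) in the library labelled S1/5 dKO. Its log2 ratio, the library labelled S1/5 dKO over WT, was −0.56 (−0.68 to −0.44). *Smad1* is the last gene of a chromosome 8 segment in which 98 of 102 genes were lower in that library. *Smad5* (ENSMUSG00000021540, chromosome 13, 56703010 to 56742377) had 6.15 CPM in WT (572 UMIs) and 9.10 CPM (977 UMIs) in the library labelled S1/5 dKO, a log2 ratio of 0.56 (0.41 to 0.72). The level of *Smad5* mRNA was thus not lowered, as a loss of its transcripts would make it. Transcripts of an edited gene may still be counted, so this level neither bears out the label nor rules it out. That limit holds for every direction drawn from the label. Thinning every cell to 10000 UMIs moved both ratios most, to −0.61 for *Smad1* and 0.59 for *Smad5*.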

To evaluate potential changes in cell state composition upon SMAD1/5 loss, we performed scRNA-seq analysis. The data revealed largely similar distributions of pluripotent cell states between WT and S1/5 dKO cells (Figs. 1*D*, S2, *A* and *B*). 

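Clusters 0 to 3 held 2131 of the 2236 WT cells (95.3%, 94.3 to 96.1%) and 2815 of the 2910 cells of the library labelled S1/5 dKO (96.7%, 96.0 to 97.4%). All 4 clusters contained cells of both libraries. Cluster 0 held 34.2% of the WT cells and 27.9% of the cells labelled S1/5 dKO. For cluster 1 the shares were 27.6% and 24.0%, and for cluster 3 they were 15.4% and 15.6%. Cluster 2 held 405 WT cells (18.1%, 16.5 to 19.8%) and 851 cells labelled S1/5 dKO (29.2%, 27.6 to 30.9%). With 1 library per condition, these intervals leave out the spread between cultures. Cluster 2 is led by *Sp5*, *Fgfbp1* and *Tagln*, which were named after their values were seen. With the genes of Table S1 left out of the clustering, an alternative also chosen after seeing the data, the cluster led by *Sp5* and *Fgfbp1* held 17.2% of the WT cells and 27.5% of the cells labelled S1/5 dKO. Among the alternatives, merging the libraries without integration moved its WT share most, to 9.35%.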

We then attempted to identify marker genes in minor cell populations (Fig. 1, *D*–*F*, S2, *C*–*F*). 

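A small cluster, 37 WT cells (1.65%, 1.17 to 2.27%) and 55 cells labelled S1/5 dKO (1.89%, 1.43 to 2.45%), was called ribo-like, because 3 of its 10 leading genes belong to the list of 4 ribosomal RNA-related markers. *Gm42418* (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788) had 2430 CPM in its WT cells (2231 to 2643) and 933 CPM in the WT main population (927 to 939). In the library labelled S1/5 dKO it had 2034 (1874 to 2204) and 817 (812 to 823) CPM. Barcodes without a cell, those with 10 to 100 UMIs, had far more of this transcript, at 57677 CPM in WT and 59380 CPM in the other library. The median cell of the cluster held 11.3% of the median UMIs of its own library, so that few UMIs lie behind each of these cells. Mitochondrial UMIs made up 0.646% of the UMIs of its WT cells, against 1.74% in the WT main population.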

Cluster #6 exhibited high expression of the lncRNA *Gm42418* (also known as *Rn18s-rs5*, 18s RNA-related sequence 5), which is potentially associated with ribosomal RNA contamination. Cluster #7 contained marker genes associated with endoplasmic reticulum–associated protein degradation, such as *Derl3* and *Hspa5*. In addition, cluster #8 harbored elevated expressions of 2CLC marker genes, such as *Zscan4d* and *Tcstv3*. 

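In a cluster of 57 WT cells (2.55%, 1.94 to 3.29%) and 27 cells labelled S1/5 dKO (0.928%, 0.612 to 1.35%), all 12 markers of the ER-like list were raised. Over both libraries, *Derl3* (ENSMUSG00000009092, chromosome 10, 75893413 to 75895941) had 54.4 CPM in this cluster (46.7 to 63.0) and between 4.11 and 4.99 CPM in clusters 0 to 3. With each cell thinned to 10000 UMIs, *Derl3* was detected in 42.2% of the cells of this cluster and in 3.90 to 5.02% of those of clusters 0 to 3. Without thinning, these shares were 75.0% and 14.2 to 20.7%. *Hspa5* (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) had 582 CPM (557 to 609), against 182 to 239 in clusters 0 to 3. The gene with the highest fold over the other cells, *Nupr1*, was named after its values were seen, and had 130 CPM in the cluster (118 to 143) and 6.45 to 9.28 CPM in clusters 0 to 3. Clustered without the genes of Table S1, the ER-like cells made up 2.33% of the WT cells and 0.859% of the cells labelled S1/5 dKO.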

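The smallest cluster was called 2C-like. The deposited gene list holds 16 of the 18 listed 2C markers, of which 13 were raised in the cluster, 4 of them among its 10 leading genes. *Zscan4d* (ENSMUSG00000090714, chromosome 7, 11161374 to 11166159) had 300 UMIs over both libraries in this cluster, or 359 CPM (319 to 402). In each of clusters 0 to 3, *Zscan4d* had between 1 and 4 UMIs. It was detected in 41.7% of the cells of the cluster. *Tcstv3* (ENSMUSG00000095821, chromosome 13, 120316878 to 120318178) had 219 CPM (188 to 253) and was detected in 37.5% of the cells. Both genes have close paralogs among the markers, between which the counting by gene can split or lose reads.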

Although we replicated that BMP4 increased the percentage of 2CLCs in mESCs cultured in SL (Fig. S2, *F* and *G*), SMAD1/5 depletion did not affect the number of cells in cluster #8 (Figs. 1*F* and S2*C*). This suggests that the SMAD pathway has minimal involvement in the induction of 2CLCs (20, 21).

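The 2C-like cluster held 11 WT cells (0.492%, 0.246 to 0.879%) and 13 cells labelled S1/5 dKO (0.447%, 0.238 to 0.763%). A rule that does not depend on clustering, at least 10 UMIs on the listed 2C markers, was met by 4 WT cells (0.179%, 0.0488 to 0.457%) and 6 cells labelled S1/5 dKO (0.206%, 0.0757 to 0.448%). These cells are 4 of the 11 and 6 of the 13 cells of the cluster, with a median of 77.5 and 179.5 marker UMIs. Outside them, any UMI of a 2C marker was found in 1.03% of the WT cells and 1.38% of the cells labelled S1/5 dKO. With every cell thinned to 10000 UMIs, 3 WT cells and 4 cells labelled S1/5 dKO met the rule. With 20 principal components in place of 30, the cluster held 6 and 9 cells. With intervals this wide, a moderate difference between the conditions was not detectable at this number of cells. From the number of cells in its cluster, together with the effect of BMP4 on 2CLCs, the paper proposes that the SMAD pathway has little part in their induction.

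**Figure D1:**
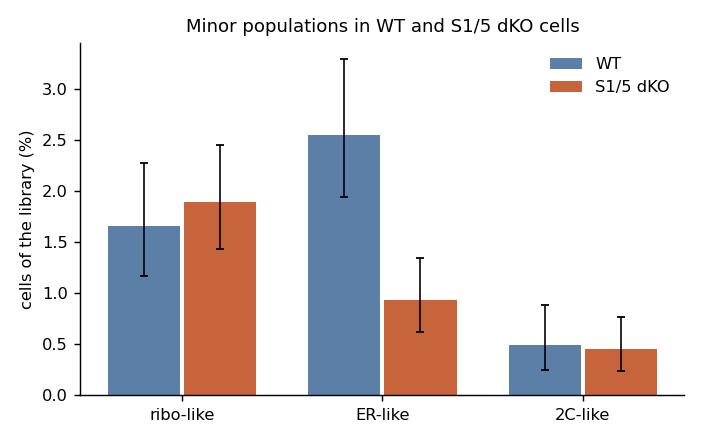
Share of cells (percent of all cells of a library) in the ribo-like, ER-like and 2C-like clusters of WT and of the library labelled S1/5 dKO. Bars start at 0 and error bars are 95% exact binomial intervals, which overlap between the libraries for the ribo-like and 2C-like cells and lie apart for the ER-like cells (2.55% and 0.928%).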

We then focused on the marker genes of the predominant population (clusters #0−#5). Several well-established cell cycle markers, such as *Ube2c*, *Cdk1*, *Mki67*, and *Top2a* in the G2/M phase, were overrepresented in clusters #3 and #4 (Figs. 1*E* and S2*D*), suggesting that differences in the cell cycle status contributed to cell-to-cell heterogeneity. 

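Over both libraries, *Ube2c* (chromosome 2, 164769898 to 164778822) had 1150 CPM in cluster 1, against 841 in cluster 2, 530 in cluster 3 and 495 in cluster 0. *Cdk1* (chromosome 10, 69335146 to 69352938) had 442 CPM in cluster 1 and between 243 and 291 in clusters 0, 2 and 3. *Top2a* (chromosome 11, 98992943 to 99024189) was also highest in cluster 1, at 366 CPM, and lowest in cluster 0, at 164. *Mki67* (chromosome 7, 135689784 to 135716361) was highest in cluster 3, at 93.4 CPM, followed by clusters 1 (67.0), 2 (66.2) and 0 (32.0). Between the libraries, the log2 ratios of these genes over the main population were 0.12 for *Ube2c*, 0.05 for *Cdk1*, 0.13 for *Mki67* and 0.14 for *Top2a*. A phase score whose gene list includes these genes placed 79.4% of the WT cells and 79.8% of the cells labelled S1/5 dKO of cluster 1 in G2/M.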

We then employed a tricycle algorithm for cell cycle prediction (32), which revealed no obvious difference between WT and S1/5 dKO cells in terms of the cell cycle phase (Fig. S3, *A* and *B*). This finding is consistent with previous reports based on cell proliferation assays of *Smad1/5*-deficient mESCs (23, 24).

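The phase was scored here with the CellCycleScoring function of Seurat and its 43 S-phase and 54 G2/M genes, not with tricycle. Cells of the main population were first thinned to 10000 UMIs, which kept 2121 of 2131 WT cells and 2799 of 2815 cells labelled S1/5 dKO. In WT, 29.8% of the cells were placed in G1 (27.9 to 31.8%), 27.6% in S (25.7 to 29.5%) and 42.6% in G2/M (40.5 to 44.8%). In the library labelled S1/5 dKO, the shares were 25.7% in G1 (24.1 to 27.4%), 26.5% in S (24.9 to 28.2%) and 47.7% in G2/M (45.9 to 49.6%). The G1 and G2/M intervals of the libraries do not overlap, and the spread between cultures of a line is unknown. The shares depended more on the depth than on the library. Thinning to 5000 UMIs moved the G2/M share most, to 53.4% in WT and 57.6% in the library labelled S1/5 dKO. Without thinning, the G2/M shares were 39.3% and 42.9%, and the G1 shares 26.1% and 21.7%.

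**Figure D2:**
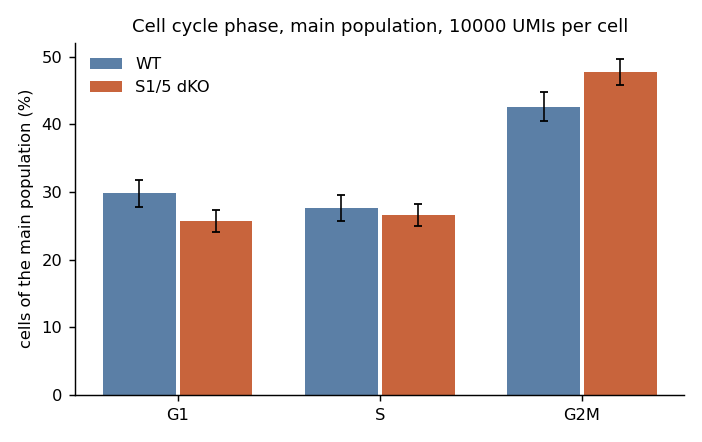
Share of the cells of the main population (percent) placed in G1, S and G2/M after thinning to 10000 UMIs, for WT and the library labelled S1/5 dKO, with 95% exact binomial intervals as error bars. G2/M holds 42.6% of the WT cells and 47.7% of the cells labelled S1/5 dKO.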

### SMAD1/5-binding regions at the gene loci of the genes downregulated by SMAD1/5 tend to lack H3K4me1 marks

We then examined the DEGs within clusters #0 to #5. Marker genes specific to a naïve pluripotent state were not differentially expressed between WT and S1/5 dKO cells (Fig. S3, *C* and *D*). In contrast, the mRNA expression of BMP–SMAD target genes, such as *Id1* or *Id3*, decreased in the S1/5 dKO cells (Figs. 1*G* and S3*D*), validating the effects of *Smad1/5* KO. 

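The log2 ratios of the 10 listed naïve-like markers lay between −0.06 (*Klf2*) and 0.18 (*Klf4*), where 98.7% of the 13584 genes with at least 50 UMIs lay within 2-fold. *Pou5f1* (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) had 1320.0 CPM in WT (1313 to 1327) and 1294 in the library labelled S1/5 dKO (1287 to 1301), a log2 ratio of −0.03. *Zfp42* (ENSMUSG00000051176, chromosome 8, 43295063 to 43306980) had 844 CPM in WT (838 to 850) and 875 in the other library (869 to 880.4), a log2 ratio of 0.05. *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 137 (135 to 139) and 141 (139 to 143) CPM, a log2 ratio of 0.04. At this depth the log2 ratio intervals of *Pou5f1*, *Zfp42* and *Nanog* are narrow enough to exclude 0 while the differences stay small. That of *Sox2* spans 0 (0.021, −0.005 to 0.046). *Klf2* lies inside the chromosome 8 segment that also ends at *Smad1*, and *Zfp42* lies outside it.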

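*Id1* (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) had 322 CPM in WT (318 to 325) and 161 in the library labelled S1/5 dKO (159 to 164), a log2 ratio of −0.998 (−1.02 to −0.97). *Id3* (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) had 103 (101 to 105) and 61.6 (60.1 to 63.1) CPM, a log2 ratio of −0.74 (−0.79 to −0.69). Both ratios moved most with the mean of the per-cell values in place of summed UMIs, to −1.09 for *Id1* and −0.82 for *Id3*. *Id2* (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) had 56.5 (55.0 to 58.1) and 16.9 (16.1 to 17.7) CPM, a log2 ratio of −1.74 (−1.82 to −1.67). The log2 ratio of *Id4*, with 167 and 138 UMIs, was −0.48. *Id1*, *Id2* and *Id3* were all lower in each of clusters 0 to 3 of the library labelled S1/5 dKO. The log2 ratio of *Id1* was −0.68 in cluster 0, −0.57 in cluster 1, −2.48 in cluster 2 and −0.72 in cluster 3. After thinning every cell to 10000 UMIs, *Id1* was detected in 71.4% of the WT cells and 55.6% of the cells labelled S1/5 dKO, and *Id3* in 46.4% and 36.8%. No cluster of either library was named as a cell type known to lack these genes. Of the targeted genes, *Smad1* moved the same way as the *Id* genes and *Smad5* the opposite way. From the decrease of these target genes, the paper concludes that the *Smad1/5* KO had taken effect.

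**Figure D3:**
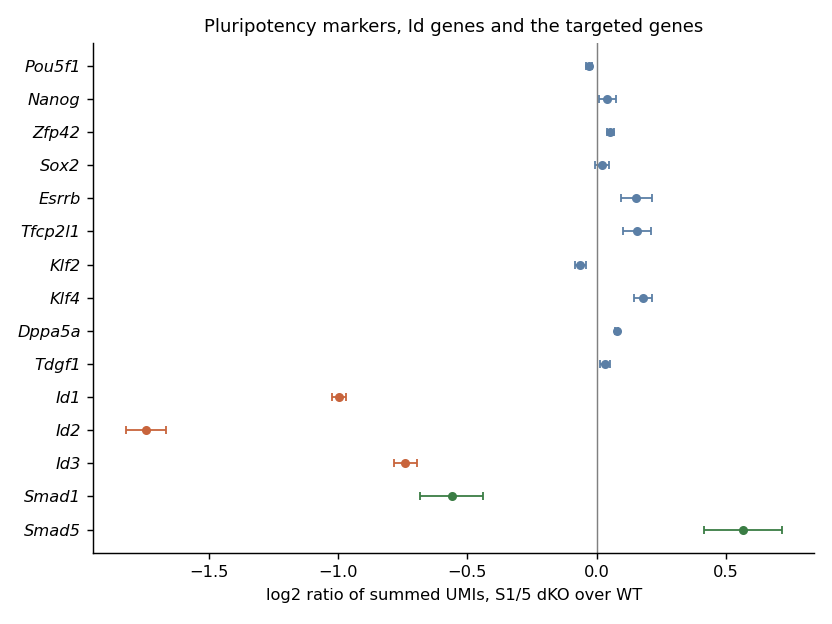
Log2 ratios (library labelled S1/5 dKO over WT) of UMIs summed over the main population for 10 pluripotency markers, *Id1*, *Id2*, *Id3* and the targeted genes *Smad1* and *Smad5*, with 95% exact intervals as bars. The pluripotency markers lie between −0.06 and 0.18, the *Id* genes between −1.74 and −0.74, and *Smad5* at 0.56.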

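Of the genes with at least 50 UMIs over the main populations of both libraries, 116 were at least 2-fold higher in the library labelled S1/5 dKO and 55 at least 2-fold higher in WT, which describes these 2 libraries only. The 5th and 95th percentiles of the log2 ratios were −0.44 and 0.40. The number of genes at least 2-fold apart, 171, depends on the minimum: it was 34 with at least 500 UMIs and 376 with at least 20 UMIs, the latter an alternative chosen after seeing the data. Among genes with at least 500 UMIs, *Xlr4a* (chromosome X, 73074345 to 73082478) had the highest ratio, with 36 UMIs in WT and 582 in the library labelled S1/5 dKO (log2 ratio 3.81, 3.32 to 4.34). It was followed by *Efhc2* (3.37, 3.14 to 3.60), *Mest* and *Xlr3c* (3.01). The lowest ratio was that of *Grb10* (chromosome 11, 11930508 to 12038683), with 18.9 CPM in WT (18.1 to 19.8) and 2.23 in the library labelled S1/5 dKO (1.95 to 2.53), a log2 ratio of −3.09 (−3.29 to −2.89). *Id2*, *R3hdml* (−1.44), *Pdcl2* (−1.33) and *Lrp2* (−1.25) came next.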

DEGs between WT and S1/5 dKO cells were screened using the FindMarkers function of Seurat (Wilcoxon rank sum test), which detected 866 DEGs with a *p* < 0.001 (Table S1). 

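All 866 genes listed in Table S1 had a log2 ratio of the same sign as in the table, 500 of them higher in WT and 366 higher in the library labelled S1/5 dKO. The paper chose them on these cells, so that this is not independent evidence. Their median absolute log2 ratio was 0.289, with 643 genes under 0.5 and 53 genes at least 2-fold apart. The difference from the paper's values in Table S1 had a median of 0.00267 and reached 1.54. The 40 genes of Table S2, averaged as ln(1 + counts per 10,000), also kept their direction, and their values differed from the paper's by at most 0.00636. Among those higher in WT were *Id1* (1.45 in WT and 0.930 in the library labelled S1/5 dKO) and *Hmox1* (1.22 and 0.857), and the largest differences in the other direction were those of *Mest* (0.108 and 0.665), *AC160336.1* (2.08 and 2.49) and *Stmn2* (1.90 and 2.30). Of the 20 Table S2 genes higher in WT, 13 lie between 70139499 and 79399518 on chromosome 8 (GRCm38), *Hmox1* included. Of the Table S1 genes, 77 of those higher in WT lie there and 0 of those higher in the library labelled S1/5 dKO. The bounds of this segment of 9.26 Mb, which runs from *Borcs8* to *Smad1*, were found from the same ratios. The median log2 ratio of its 102 genes was −0.54 (−0.56 to −0.49), against 0.000577 for the 656 other genes of chromosome 8 (−0.01 to 0.02).

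**Figure D4:**
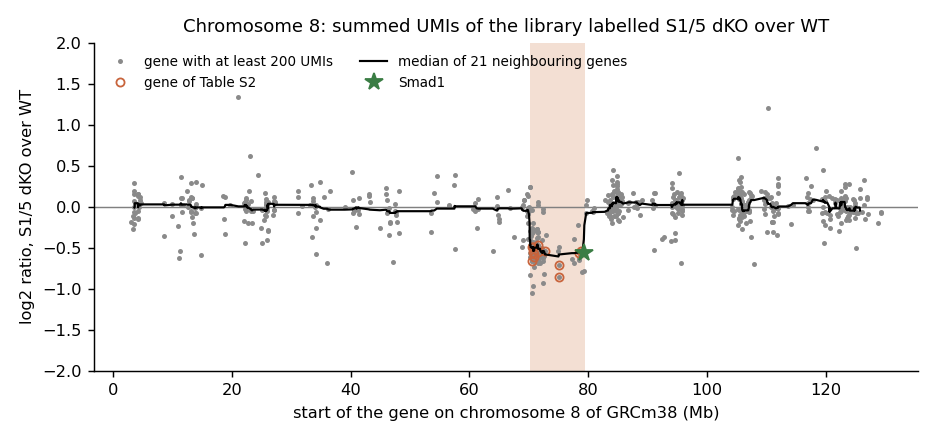
Log2 ratio (library labelled S1/5 dKO over WT) of each of the 635 genes of chromosome 8 with at least 200 UMIs against its position (GRCm38, Mb). The line is the median over 21 neighbouring genes, the shaded area is the segment, circles mark Table S2 genes and the star marks *Smad1*; the line falls to −0.61 in the segment and lies near 0 outside.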

From these, top 40 genes (20 upregulated and 20 downregulated) were identified through pseudo-bulk analysis and scatter plot visualization (Fig. 1*G* and Table S2) and selected for downstream analysis. Interestingly, the mRNA expression of several paternally expressed genes (PEGs) (33), such as *Mest* (also known as *Peg1*), *Nnat* (*Peg5*), and *Impact*, increased in the S1/5 dKO cells. 

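*Mest* (ENSMUSG00000051855, chromosome 6, 30723547 to 30748465) had 11.2 CPM in WT (10.5 to 11.9) and 94.0 in the library labelled S1/5 dKO (92.2 to 95.9), a log2 ratio of 3.07 (2.98 to 3.17). *Nnat* (ENSMUSG00000067786, chromosome 2, 157560078 to 157562522) had 3.17 (2.82 to 3.56) and 25.1 (24.1 to 26.0) CPM, a log2 ratio of 2.98 (2.81 to 3.16). *Impact* (ENSMUSG00000024423, chromosome 18, 12955852 to 12992950) had 45.2 (43.9 to 46.6) and 88.4 (86.6 to 90.2) CPM, a log2 ratio of 0.97 (0.91 to 1.02). In each of clusters 0 to 3 these genes were higher in the library labelled S1/5 dKO, with log2 ratios of 2.84 to 3.71 for *Mest*, 2.46 to 3.93 for *Nnat* and 0.81 to 1.09 for *Impact*. Thinning every cell to 10000 UMIs moved the ratio of *Mest* most, to 2.96.

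*Mest* UMIs were found in 243 of 2131 WT cells (11.4%, 10.1 to 12.8%), where a Poisson distribution with 1 rate per UMI for all cells, at the UMIs of each cell, gives 37.3%. In the library labelled S1/5 dKO, 2507 of 2815 cells had a *Mest* UMI (89.1%, 87.8 to 90.2%), where the same calculation gives 94.5%. At 10000 UMIs per cell, the shares were 7.02% and 55.7%. Barcodes without a cell held 0.0573% of the *Mest* UMIs per WT cell.

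A list of paternally expressed genes of clusters with a maternally methylated germline DMR was fixed without regard to these data. Of its 17 genes with at least 50 UMIs, 14 had a log2 ratio above 0, with a median of 0.95 (0.43 to 1.19). That is above the medians of 10000 random lists matched on expression, which lay between −0.21 and 0.18. *Mkrn3* (−0.17), *Ndn* (−0.05) and *Slc38a4* (−0.02) lay below 0. Since 10 of the 17 genes are in Table S1, the list is not independent of the paper's choice. The other 7 genes had a median of 0.28. *Smad5* mRNA was not lower in this library, which limits what its label says about the direction.

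**Figure D5:**
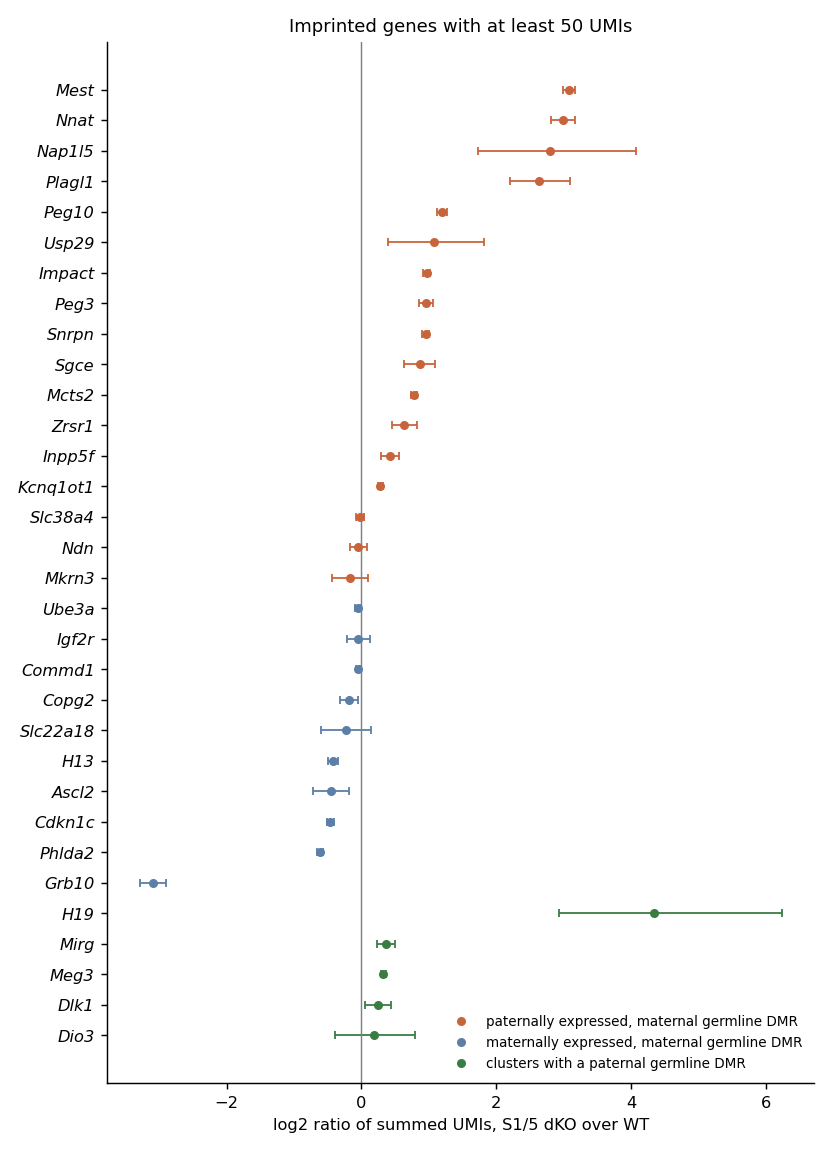
Log2 ratios (library labelled S1/5 dKO over WT) with 95% exact intervals of 17 paternally expressed and 10 maternally expressed genes of clusters with a maternally methylated germline DMR, and of 5 genes of clusters with a paternally methylated one. Of the paternally expressed genes 14 lie above 0, and all 10 maternally expressed genes lie below 0.

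**Figure D6:**
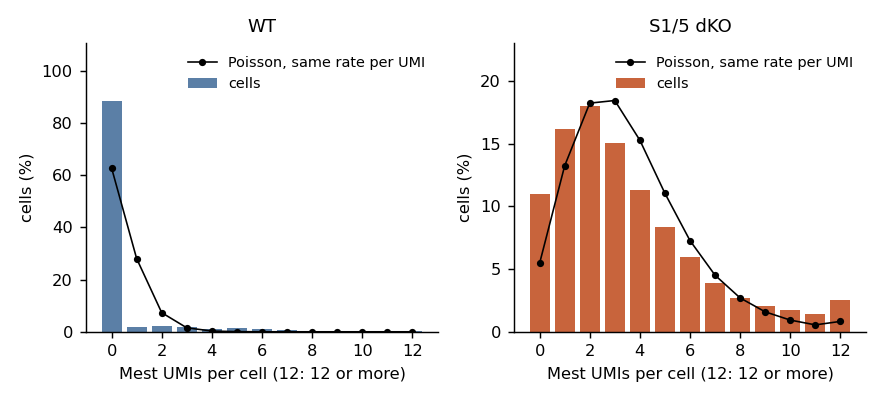
Share of the cells of the main population (percent) with each number of *Mest* UMIs, in WT and in the library labelled S1/5 dKO, beside a Poisson distribution with 1 rate per UMI for all cells of a library, at the UMIs of each cell (12 stands for 12 or more). In WT, 11.4% of the cells have a *Mest* UMI, against 37.3% under the Poisson distribution.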

We performed quantitative RT–PCR (qRT–PCR) analysis and validated the upregulation of these genes using two different S1/5 dKO lines (23) (Fig. 1*H*). In contrast, the expression levels of other imprinted genes were less affected by SMAD1/5 loss: *Dlk1* (*Peg9*) and *Igf2* were upregulated in only one of the two dKO lines, and *Gnas* showed no change.

These regions overlap with the reported differentially methylated regions (DMRs) of these imprinted genes. Bisulfite sequencing revealed that the DMRs of *Mest*, *Nnat*, and *Impact* were hypermethylated in WT cells but became hypomethylated in S1/5 dKO cells. In contrast, the DNA methylation status of the *Dlk1–Meg3* intergenic DMR was only minimally affected in S1/5 dKO cells (Fig. S4*A*), suggesting that the loss of methylation was not a global event. Consistent with this, qRT–PCR analysis showed that the expression levels of *Dnmt1*, *Dnmt3a*, and *Uhrf1* were unchanged between WT and S1/5 dKO cells. In contrast, *Dnmt3b* and *Dnmt3l* showed a slight but statistically significant increase in both dKO lines (Fig. S4*B*). However, since these enzymes promote DNA methylation, their upregulation does not account for the hypomethylation observed in S1/5 dKO cells.

Notably, among the 40 DEGs, 29 (72.5%) had SMAD1/5-binding sites within 10 kb of the transcription start sites (Fig. 2*A*). SMAD1/5 binding was more frequent at the gene loci of the DEGs with higher mRNA expression in S1/5 dKO (genes whose expression is downregulated by SMAD1/5, hereafter referred to as “S15down genes”; Fig. 2*A*). Since SMAD1/5 often bind enhancer regions marked with monomethylation of H3K4me1, we performed ChIP-seq analysis of H3K4me1 marks in WT and S1/5 dKO cells (Fig. 2, *B*−*H*). H3K4me1 data from the WT and S1/5 dKO cells showed comparable enrichment within the putative enhancer regions defined using the ENCODE datasets of E14 cells on a genome-wide scale (Fig. 2*B*). Furthermore, SMAD1/5 and SMAD4 co-occupied regions marked by H3K4me1 in WT and S1/5 dKO cells at the positive control loci *Pou5f1* and *Nanog* (Fig. 2, *C* and *D*; (34)). However, SMAD1/5-binding regions tended to lack H3K4me1 enrichment in WT cells, whereas SMAD1/5 loss led to increased H3K4me1 marks at the loci of S15down genes (Fig. 2, *E*−*G*). Notably, these regions did not show SMAD4 binding, suggesting that this mechanism is independent of SMAD4.

**Figure 2:**
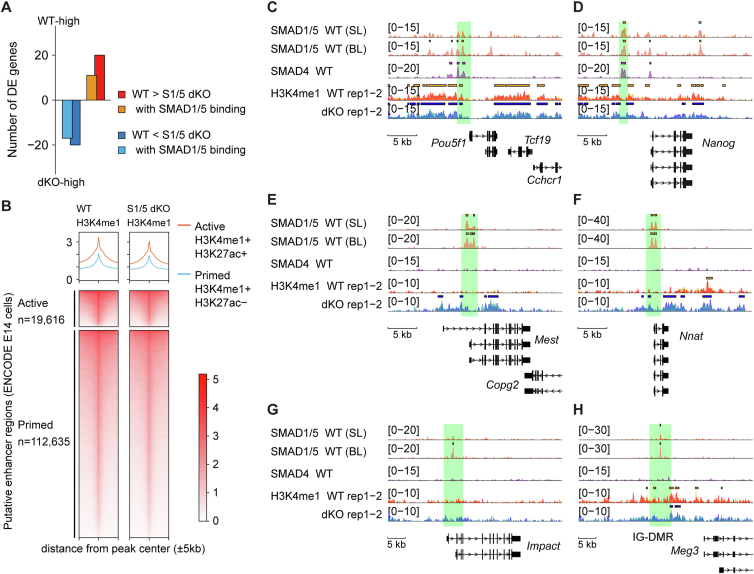
**H3K4me1 enrichment in the SMAD1/5-binding regions in naïve ESCs**. *A*, bar graph showing the number of DEGs presented in Figure 1*G*. *B*, heatmap visualization of H3K4me1 ChIP-seq data obtained with WT and S1/5 dKO cells on the enhancer regions defined in ENCODE E14 cells within a 10-kb window around the peak. *C*−*H*, genome browser tracks of the indicated normalized ChIP-seq signals at the gene loci of the genes downregulated by SMAD1/5 (S15down genes) and control genes of WT and S1/5 dKO cells. The read counts were first normalized to 1× genome coverage (reads per genome coverage, RPGC) and then normalized to input. Each ChIP-seq data are presented in a different color. *Solid bars* above ChIP peaks represent called peaks. ChIP-seq, chromatin immunoprecipitation sequencing; DEG, differentially expressed gene; dKO, double KO; ESC, embryonic stem cell; H3K4me1, monomethylation of histone H3 lysine 4.

### SMAD1/5 colocalize with KDM1A/LSD1, which represses a subset of SMAD1/5 target genes

Since SMAD1/5 proteins do not function as epigenetic effectors, we tried to find an SMAD cofactor (referred to as "factor X"). Specifically, we hypothesized that (1) SMAD1/5 colocalize with factor X, which demethylates H3K4, or (2) SMAD1/5 compete with factor X, which methylates H3K4 (Fig. 3*A*). To obtain clues supporting our hypotheses, we analyzed the ChIP-seq data available from the ChIP-Atlas database (35, 36). We identified 139 proteins/1027 ChIP-seq datasets out of a total of 7312 datasets that overlapped with 20 or more gene loci in the 40 DEGs discovered in this study (Figs. 3*B* and S5*A*). We also identified 135 proteins/482 datasets that colocalized with SMAD1 on a genome-wide scale. Consequently, we identified 20 proteins that could bind to the gene loci of the S15down genes and colocalize with SMAD1 (Fig. 3, *B* and *C*).

**Figure 3:**
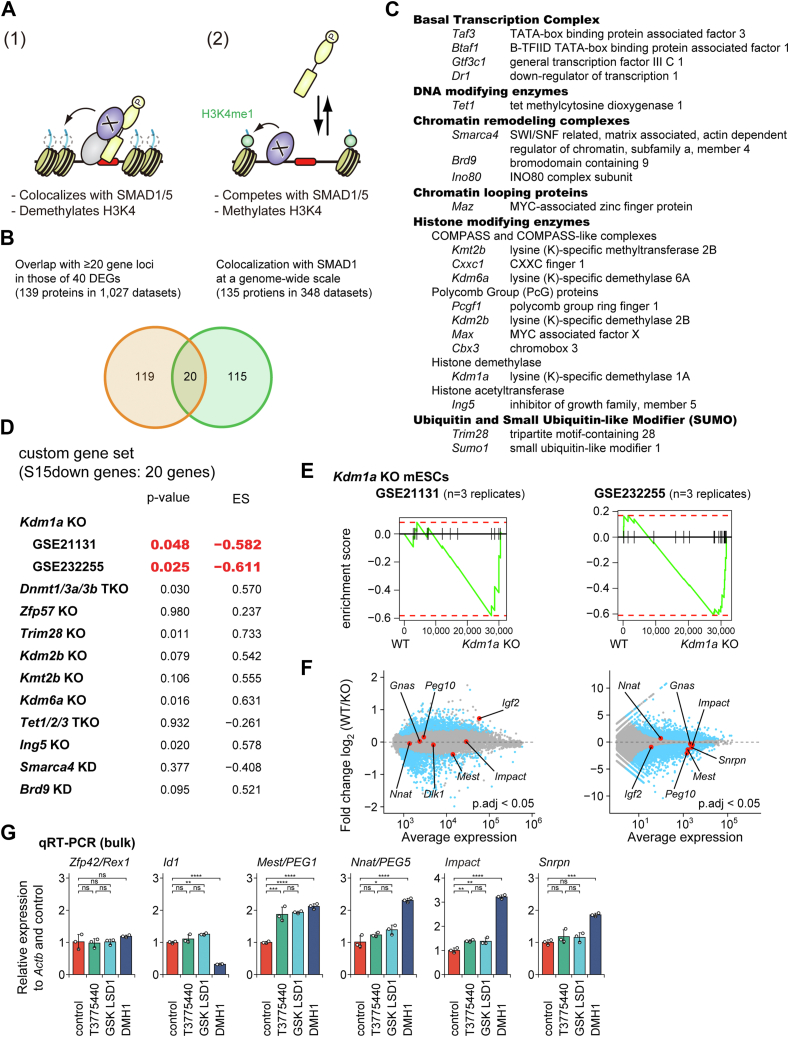
**Involvement of KDM1A/LSD1 in regulation of the genes downregulated by SMAD1/5**. *A*, a schematic illustration of candidate models governing the transcriptional regulation of S15down genes (1). SMAD1/5 colocalize with factor X that demethylates H3K4 or (2) SMAD1/5 competes with factor X that methylates H3K4. *B*, a Venn diagram indicating the overlap of proteins preferentially bind to the gene loci of 40 DEGs (1027 datasets or 139 proteins) and proteins colocalized with SMAD1 on a genome-wide scale (482 datasets or 135 proteins). *C*, a list of 20 proteins depicted within the overlapped region in Figure 3*B*. *D* and *E*, results of preranked gene set enrichment analysis (GSEA) with the custom gene set of the S15down genes (20 genes) in mESCs deficient in indicated gene(s) compared with control cells. *D*, a table presents the *p* value and enrichment score (ES) of GSEA. A negative ES indicates that members of the gene set tend to appear at the bottom of the ranked transcriptome data or highly expressed in mESCs deficient in indicated gene(s). *E*, GSEA plots showing the enrichment results of the custom gene set in *Kdm1a*-deficient mESCs of two different studies. *F*, MA plots of DESeq2 data of *Kdm1a*-deficient mESCs, showing log2 fold change (M, on the *y*-axis) against the mean of the normalized counts (A, on the *x*-axis). *Circles* colored *light blue* indicate genes whose transcript abundance were significantly altered (adjusted *p* < 0.05) based on both DESeq2. *G*, qRT–PCR analysis of mRNA of indicated genes in mESCs treated with KDM1A/LSD1 inhibitors, DMH1, or DMSO as control. *Actb* was used as endogenous control. Results of n = 3 independent biological replicates are presented as scatter plots with bar graphs, which indicate mean ± SD. Differences between the conditions were analyzed by Tukey's honestly significant difference test corrected for multiple comparisons. ∗, ∗∗, ∗∗∗, ∗∗∗∗, and ns represent *p* < 0.05, 0.01, 0.001, 0.0001, and not significant, respectively. DEG, differentially expressed gene; DMSO, dimethyl sulfoxide; mESC, mouse embryonic stem cell; qRT–PCR, quantitative RT–PCR.

We also utilized publicly available transcriptomic data from KO mESCs deficient in the 20 candidate genes listed in Figure 3*C*. In addition to the candidate genes, we also evaluated ZFP57, a Krüppel-associated box (KRAB)–containing zinc finger protein, and DNA methyltransferases (DNMTs), which are involved in maintaining DNA methylation of imprinted genes during early embryonic stages together with TRIM28 (33). We focused on KDM1A because the custom gene set derived from the S15down genes (20 genes) was enriched in *Kdm1a*-deficient mESCs in two different studies (GSE21131 and GSE232255; Fig. 3*D*, 3*E*, and S5*B)*. In addition, the loss of KDM1A/LSD1 increased the mRNA expression of *Mest* and several S15down genes in naïve mESCs (Fig. 3*F*). Treatment with two different chemical inhibitors of KDM1A/LSD1 consistently increased the mRNA expression of *Mest* and several S15down genes in WT mESCs (Fig. 3*G*).

### SMAD1 physically interacts with KDM1A through the Mad homology 2 domain of SMAD1

The colocalization observed in ChIP-seq does not necessarily confirm a physical interaction between colocalized proteins. To determine whether SMAD1/5 physically interacts with KDM1A, we conducted an *in vitro* analyses. SMAD1 and SMAD5 proteins exhibit interchangeable roles in early mouse embryogenesis (37) and share conserved amino acid sequences; therefore, SMAD1 was selected for immunoprecipitation (IP) experiments. In human embryonic kidney 293T (HEK293T) cells, KDM1A interacted with SMAD1, whereas KDM1B (previously known as LSD2/AOF1), TRIM28, and ZFP57 did not (Fig. 4*A*). This interaction was further validated *in vitro* using recombinant proteins (Fig. 4*B*). Intriguingly, recombinant SMAD4 protein disrupted the interactions between SMAD1 and KDM1A. We also confirmed this interaction using endogenous proteins in mESCs *in vivo* (Fig. 4*C*). Notably, KDM1A was not immunoprecipitated in the S1/5 dKO cells (Fig. 4*C*). These results suggest that KDM1A interacts with the Mad homology 2 (MH2) domain of SMAD1. The MH2 domain is also essential for forming a complex between SMAD1 and SMAD4. Domain mapping experiments confirmed that the MH2 domain of SMAD1 is required for its interaction with KDM1A (Fig. 4, *D*−*F*). Interestingly, a phosphomimetic mutant, SMAD1 MH2 DDXD, exhibited binding affinity similar to that of the phosphorylation-resistant mutant, SMAD1 MH2 AAXA (Fig. 4*F*). The amino acid sequence of the MH2 domain is conserved among R-SMAD proteins (Fig. S6). In addition, the interferon-activating domain (IAD) of IRF3 shares significant structural and surface electrostatic similarity with the MH2 domains (38). Similar to SMAD1 MH2, the MH2 domains of SMAD2, SMAD3, and IRF3 IAD interacted with KDM1A. In contrast, the MH2 domain of SMAD4 did not interact with KDM1A (Fig. 4*G*). Finally, we mapped the binding domain of KDM1A and identified the "tower domain" as necessary, but not sufficient, for its interaction with SMAD1 (Fig. 4, *E*, *H* and *I*).

**Figure 4:**
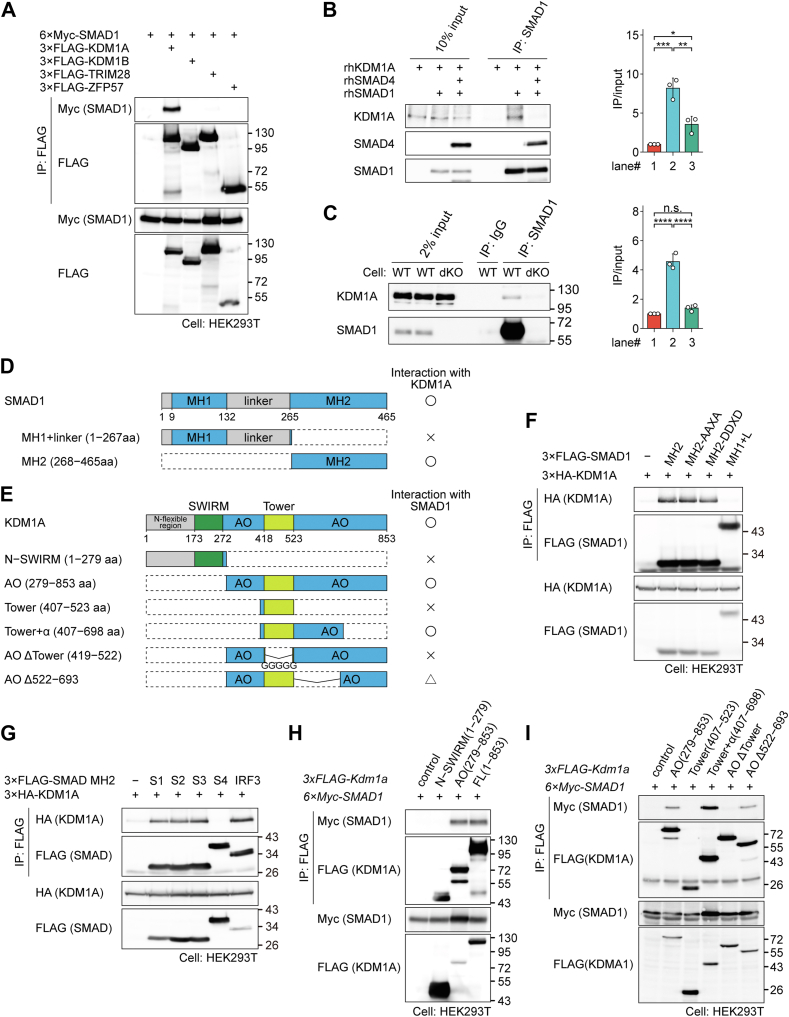
**Physical interaction between SMAD1 and KDM1A**. *A*, coimmunoprecipitation of Myc-tagged SMAD1 with the indicated FLAG-tagged coregulators in HEK293T cells. FLAG immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. *B*, *in vitro* pulldown of KDM1A (0.5 μg) and/or SMAD4 (0.5 μg) with SMAD1 (0.5 μg) as bait. Blots are representative of n = 3 independent biological replicates. *Right*, quantification of band intensity is shown on the *right*. Results of n = 3 independent biological replicates are presented as scatter plots with bar graphs, which indicate mean ± SD. Differences between the conditions were analyzed by Tukey's honestly significant difference test corrected for multiple comparisons. *C*, coimmunoprecipitation of endogenous SMAD1/5 protein with KDM1A in WT mESCs. SMAD1/5 immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. *Right*, quantification of each lane of the blots. Results of n = 3 independent biological replicates are presented as scatter plots with bar graphs, which indicate mean ± SD. Differences between the conditions were analyzed by Tukey's honestly significant difference test corrected for multiple comparisons. *D* and *E*, schematic illustrations of interaction between SMAD1 and KDM1A. *F*, coimmunoprecipitation of HA-tagged KDM1A with the indicated FLAG-tagged SMAD1 mutants in HEK293T cells. FLAG immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. *G*, coimmunoprecipitation of HA-tagged KDM1A with the indicated FLAG-tagged MH2 domain of SMAD protein or IAD of IRF3 in HEK293T cells. FLAG immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. *H*, coimmunoprecipitation of Myc-tagged SMAD1 with the indicated FLAG-tagged KDM1A mutants in HEK293T cells. FLAG immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. *I*, coimmunoprecipitation of Myc-tagged SMAD1 with the indicated FLAG-tagged KDM1A mutants in HEK293T cells. FLAG immunoprecipitates were subjected to Western blotting. Blots are representative of n = 3 independent biological replicates. ∗, ∗∗, ∗∗∗∗, and ns represent *p* < 0.05, 0.01, 0.0001, and not significant, respectively. HEK293T, human embryonic kidney 293T cell line; mESC, mouse embryonic stem cell; MH2, Mad Homology 2 domain.

### SMAD1/5 recruit KDM1A to the target sites and demethylate H3K4me1/2

KDM1A/LSD1 is a histone demethylase that specifically removes monomethyl and dimethyl groups from lysine 4 or lysine 9 of histone 3 (H3K4 or H3K9, respectively) (26). To investigate how the SMAD1/5–KDM1A complex affects histone methylation, we analyzed ChIP-seq data of H3K4me2 and H3K9me2 in WT and S1/5 dKO cells (Fig. 5, *A*−*D*). In WT cells, the shared binding regions of SMAD1/5 and KDM1A, such as the gene loci of *Mest* and *Nnat*, exhibited only subtle modifications in H3K4me2. However, in S1/5 dKO cells, where KDM1A binding was lost, these regions showed an enrichment of H3K4me2. In contrast, H3K9me2 was not strongly affected by SMAD1/5 deletion at the same gene loci. Interestingly, another H3K4me2-positive region located 5 kb from the SMAD1/5-binding region within the *Nnat* locus was preserved in the S1/5 dKO cells (Fig. 5*B*, *black dashed line area*). In addition, genome-wide patterns of H3K4me2 and H3K9me2 showed minimal alterations (Fig. 5, *E* and *F*). We then identified 5502 regions with a ≥1.5-fold reduction in KDM1A levels in S1/5 dKO cells compared with WT cells (Fig. 5*G*). Of these, 1925 regions (1389 + 536, 35.0%) colocalized with SMAD1/5-binding regions in WT cells (Fig. 5*G*).

**Figure 5:**
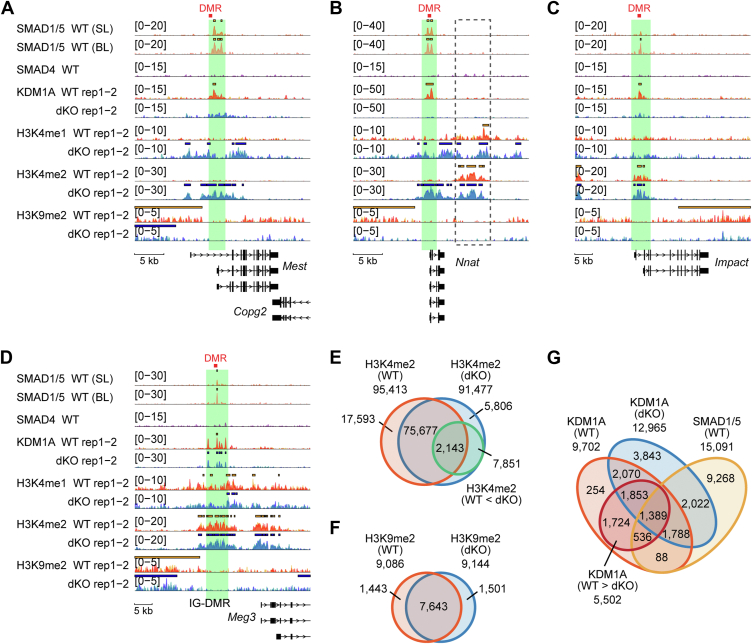
**Evaluation of H3K4me2 and H3K9me2 at SMAD1/5-binding regions in naïve ESCs**. *A*–*D*, genome browser tracks of the indicated normalized ChIP-seq signals at the gene loci of SMAD1/5-repressed genes and a control gene of WT and S1/5 dKO cells. The read counts were first normalized to 1× genome coverage (reads per genome coverage, RPGC) and then normalized to input. Each ChIP-seq data are presented in a different color. *Solid bars* above ChIP peaks represent called peaks. DMR, PCR-amplified regions used for the bisulfite sequencing analysis in Figure S4*A*. *E*–*G*, Venn diagrams indicating the overlap of indicated genomic regions identified using ChIP-seq data. *E*, ChIP-seq data of H3K4me2 in either WT cells or S1/5 dKO cells and H3K4me2 WT < S1/5 dKO cells (1.5-fold). *F*, ChIP-seq data of H3K9me2 in either WT cells or S1/5 dKO cells. *G*, ChIP-seq data of KDM1A in either WT cells or S1/5 dKO cells, SMAD1/5 and KDM1A WT > S1/5 dKO cells (1.5-fold). ChIP-seq, chromatin immunoprecipitation sequencing; dKO, double KO; ESC, embryonic stem cell.

We then assessed whether SMAD1/5 facilitated KDM1A recruitment and mediated the demethylation of H3K4me1/2 on a genome-wide scale. In S1/5 dKO cells, 9963 regions displayed a ≥1.5-fold increase in H3K4me2 levels compared with WT cells (Fig. 6, *A* and *B*). Of these, only 694 (77 + 375 + 242) were linked to KDM1A binding (Figs. 6*A*), and 214 (102 + 112) regions showed a ≥1.5-fold reduction in KDM1A binding after SMAD1/5 loss (Fig. 6*B*). We focused on the 214 regions with decreased KDM1A binding and increased H3K4me2 methylation in the S1/5 dKO cells (Fig. 6*B*), where KDM1A likely functions as an H3K4me2 demethylase. Of these 214 regions, 112 (52.3%) colocalized with SMAD1/5-binding sites in WT mESCs (Fig. 6, *B* and *C*). The relatively small size of this subset suggests that KDM1A’s demethylase activity is restricted to a limited number of loci, rather than being broadly active across its binding sites. One possible explanation for this is the inhibition of KDM1A's histone demethylation activity by OCT4, as reported previously (31). Gene Ontology (GO) analysis of these 112 regions suggested their association with developmental processes toward several lineages, including the neuroectoderm (NE) and the preplacode region at the border of the neural plate (Fig. 6*D*). Representative genome browser views of several gene loci are presented in Figures 6, *E*−*G* and S7, *A*−F, whereas those of control regions are shown in Figure S8, *A*−*D*. These findings suggest that SMAD1/5 play a pivotal role in recruiting KDM1A to its target sites, and the complex represses a subset of SMAD1/5 target genes.

**Figure 6:**
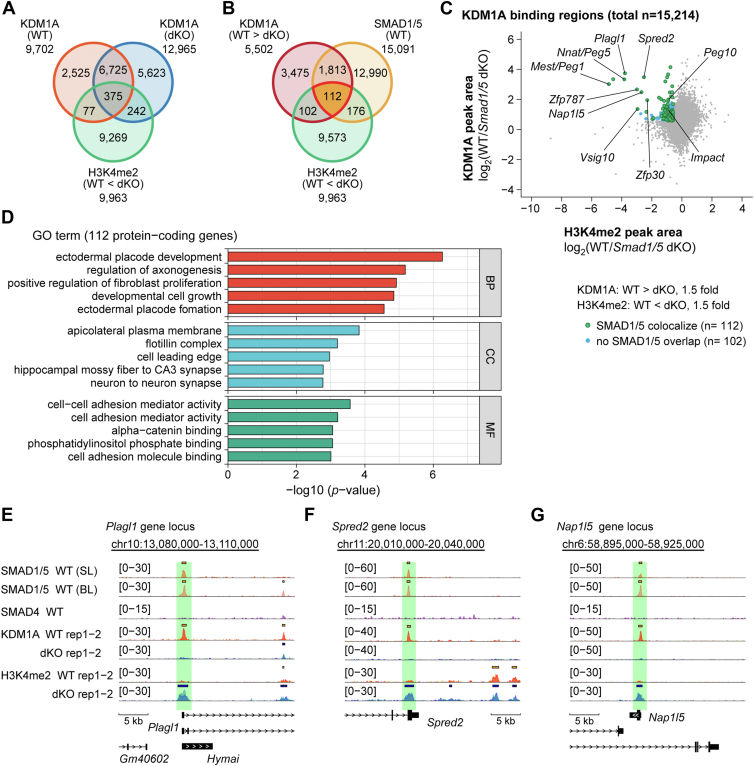
**SMAD1/5-dependent recruitment of KDM1A and demethylation of H3K4me1/2 innaïve ESCs**. *A* and *B*, Venn diagrams indicating the overlap of indicated genomic regions identified using ChIP-seq data. *A*, ChIP-seq data of KDM1A in either WT cells or S1/5 dKO cells and H3K4me2 WT < S1/5 dKO cells (1.5-fold), (*B*) SMAD1/5, KDM1A in WT > S1/5 dKO cells (1.5-fold), H3K4me2 in WT < S1/5 dKO cells (1.5-fold). The overlapped area indicates 112 genomic regions. *C*, scatter plot illustrating the relationship between KDM1A binding and H3K4me2. *D*, over representation analysis (ORA) for Gene Ontology (GO) terms. Protein-coding genes associated (112) with the 112 genomic regions. *E*−*G*, examples of SMAD1/5-binding regions with decreased KDM1A binding and increased demethylation of H3K4me2 in S1/5 dKO cells. Genome browser tracks of the indicated normalized ChIP-seq signals at the gene loci of indicated genes of WT and S1/5 dKO cells were presented. The read counts were first normalized to 1× genome coverage (reads per genome coverage, RPGC) and then normalized to input. Each ChIP-seq data are presented in a different color. *Solid bars* above ChIP peaks represent called peaks. ChIP-seq, chromatin immunoprecipitation sequencing; dKO, double KO; ESC, embryonic stem cell.

### SMAD1/5–KDM1A target regions in mESCs correspond to loci enriched for H3K4me2 in EpiLCs

To examine how SMAD1/5–KDM1A-dependent demethylation relates to chromatin state changes during early differentiation, we performed SMAD1/5 ChIP-seq in both naïve mESCs and formative/primed mEpiLCs (Figs. S9–S11). We focused on the subset of 112 genomic regions, defined as loci where SMAD1/5 facilitate KDM1A recruitment and H3K4me2 removal (Fig. 6, *B* and *C*). As a control, we used 10,678 SMAD1/5-bound regions that lack H3K4me2 in WT mESCs (Fig. S11*D*). Only 7.0% of these control regions overlapped with H3K4me2 peaks in mEpiLCs, whereas 70.5% of the 112 SMAD1/5–KDM1A candidate regions showed such overlap (Fig. S11*E*). These findings suggest that SMAD1/5–KDM1A-dependent demethylation helps maintain the regions in an H3K4me1/2-negative state in naïve mESCs, and that loss of this demethylation may lead to H3K4me1/2 accumulation during the transition to formative pluripotency.

### KDM1A suppresses PSC differentiation to specific lineages

To further evaluate the biological significance of SMAD1/5-dependent recruitment of KDM1A, we focused on a differentiation model of *Kdm1a*-deficient mESCs. scRNA-seq data from day 6 embryoid bodies (EBs) generated using *Kdm1a*-deficient mESCs revealed that *Kdm1a* deletion led to a reduction in the number of mesodermal and endodermal cells within the EBs (Fig. 7, *A* and *B*, and S12*A*), as described in a previous study (29). Notably, the custom gene set of the S15down genes in the S1/5 dKO cells (20 genes) was enriched in *Kdm1a*-deficient cells within subpopulations corresponding to naïve ESCs and formative/primed EpiLCs (Fig. 7, *C* and *D*). In addition, the mRNA expression of *Mest* and several S15down genes increased in *Kdm1a*-deficient cells in both subpopulations (Fig. 7, *E*, *F*, and S12*B*). Interestingly, we found the enrichment of *Mest* and *Nnat* transcripts in subpopulations corresponding to *Sox1*^+^ NE progenitors in WT cells (Figs. 7*F* and S12*B*). Although the transcriptomic changes in S1/5 dKO cells are similar to those observed in *Kdm1a*-deficient mESCs, the latter exhibit a greater number of DEGs, reflecting additional KDM1A functions that are independent of SMAD1/5. Therefore, this study reveals a transcriptional repression mechanism of SMAD1/5, involving KDM1A-dependent enhancer silencing and the regulation of cell type–specific gene expression programs.

**Figure 7:**
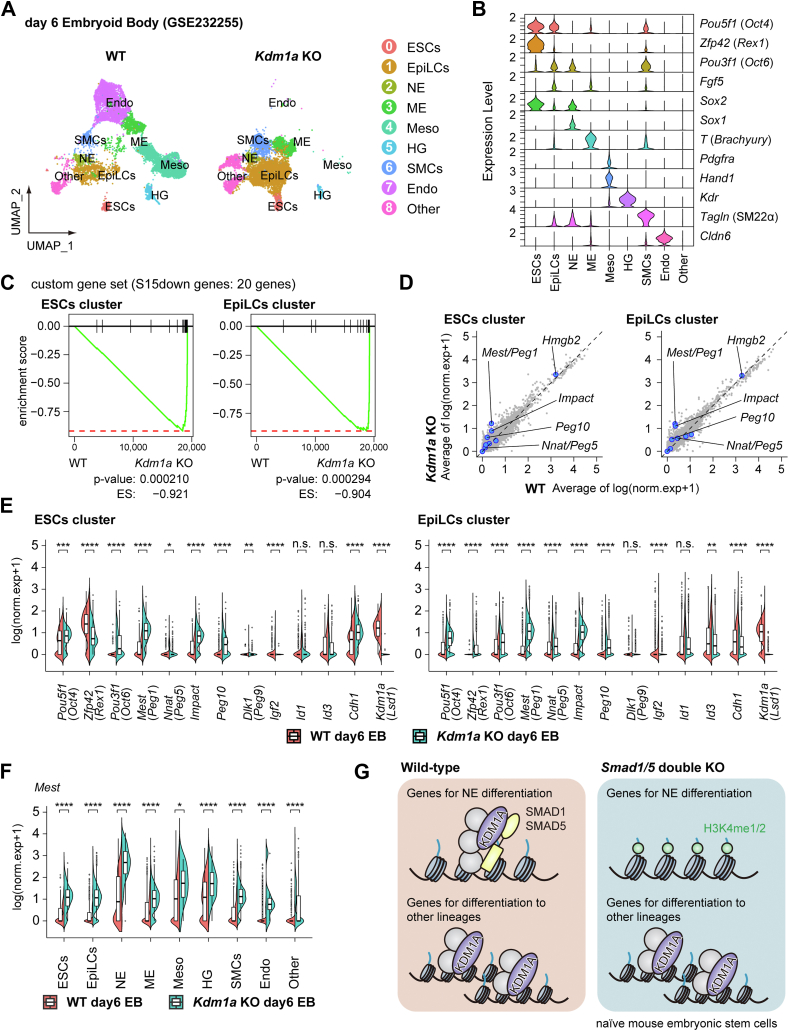
**Effects of KDM1A loss in PSC differentiation to specific lineages**. *A*, UMAP plot showing the cell types present in the day 6 embryoid body generated from *Kdm1a*-deficient mESCs (n = 7623) and control (n = 10,214) (29). Cells are colored based on the clusters they belong to. *B*, stacked violin plots of the integrated data showing the expression profile of marker genes: pluripotency (*Pou5f1*/OCT4), naïve pluripotency (*Zfp42*), formative/primed pluripotency (*Pou3f1*/OCT6, *Fgf5*), NE (*Sox2*, *Sox1*), ME (*T*), Meso (*Pdgfra*, *Hand1*), HG (*Kdr*), SMCs (*Tagln*), and Endo (*Cldn6*). *C*, GSEA plots showing the enrichment results of the custom gene set of the S15down genes (20 genes) in *Kdm1a*-deficient cells within subpopulations corresponding to naïve ESCs and formative/primed EpiLCs. *D*, scatter plots showing expression patterns of genes in *Kdm1a*-deficient cells within subpopulations corresponding to naïve ESCs and formative/primed EpiLCs. Average expression of log-normalized genes, difference between the transcriptomic profiles of WT and *Kdm1a* KO. *E* and *F*, half-violin plots showing (*E*) the distribution of the mRNA expression levels of indicated genes in either WT or *Kdm1a*-deficient cells within the subpopulations corresponding to naïve ESCs and formative/primed EpiLCs, and (*F*) the distribution of *Mest* mRNA expression level in either WT or *Kdm1a*-deficient cells within the indicated subpopulations. Each cell was treated as an independent replicate, and differences in gene expression between conditions were analyzed using the Wilcoxon rank sum test. *G*, model for the roles of the SMAD1/5–KDM1A complex in metastable-naïve mouse ESCs cultured in serum plus LIF (SL). SMAD1/5 recruit KDM1A to the target sites and demethylate H3K4me1/2. The SMAD1/5–KDM1A complex, which does not contain SMAD4, represses a subset of SMAD1/5 target genes related to developmental processes toward several lineages, including neuroectoderm (NE). cDNA, complementary DNA; DMR, differentially methylated region; DNMT1, DNA methyltransferase 1; EB, embryoid body; Endo, endoderm; ES, enrichment score; GEO, Gene Expression Omnibus; GO, Gene Ontology; HG, *Flk1*^*+*^ hemangioblast; IAD, interferon-activating domain; IP, immunoprecipitation; LSD1, lysine-specific histone demethylase 1; mAG, monomeric Azami-Green; ME, mesendoderm; Meso, mesoderm; MH2, Mad Homology 2 domain; NE, neuroectoderm (*Sox1*^+^ NE progenitor); NM, nascent mesoderm; PEG, paternally expressed gene; qRT–PCR, quantitative RT–PCR; SMC, smooth muscle cell; TF, transcription factor; TGF-β, transforming growth factor β; VE, visceral endoderm.

## Discussion

Several studies, including the recently reported work by Lee *et al*. (39) focus on enhancer activation, where repressive histone marks are removed by SMAD-containing complexes; however, the role of SMAD-mediated enhancer silencing remains underexplored. Our findings demonstrate that SMAD1/5 recruit KDM1A to specific genomic sites, leading to the demethylation of H3K4me1/2 and repression of a subset of SMAD1/5 target genes (Fig. 6, *C* and *D* and 7*G*). The change in H3K4me1/2 levels is not a secondary effect of shifts in cell-type composition following SMAD1/5 loss, as confirmed by scRNA-seq. GO analysis indicated that the silenced enhancer regions were associated with NE differentiation (Fig. 6*D*). The mRNA expression of *Mest*, one representative gene in this context, increased during EB differentiation, whereas the mRNA expression of *Nestin*, one of early lineage markers, was significantly reduced in *Mest*-deficient cells (40). Furthermore, *Nnat* inactivation led to a failure of neural induction during EB formation, even under BMP pathway inhibition (41). These findings are consistent with the well-established role of BMP as an antineural factor in vertebrate embryos (6, 16).

Our ChIP-seq data validated that SMAD1/5 recruit KDM1A to specific genomic sites (Figs. 5 and 6). KDM1A is a critical chromatin regulator that catalyzes the removal of H3K4me1/2 (42), and DNA-binding factors that tether KDM1A to specific genomic sites are essential for its function (26). Several TFs have been shown to recruit KDM1A to its target sites. Proteins containing SNAG domains, such as GFI1, GFI1B (43), and SNAI1 (also known as SNAIL) (44) serve as molecular hooks for recruiting KDM1A/LSD1. The interaction was mapped to the MH2 domain of SMAD1, which is well conserved among SMAD1/5/8 and SMAD2/3 (SMAD2/3 mediate TGF-β/activin signaling) (Fig. S6). Interactions between KDM1A and either SMAD8 (45) or SMAD2/3 (46) have been previously described. These observations suggest that SMAD2/3 may also recruit KDM1A to their target sites. Interestingly, SMAD2/3 have been implicated in suppressing the expression of extraembryonic genes during priming and differentiation (47). They employ the nucleosome remodeling deacetylase–containing complex in conjunction with transcriptional enhanced associate domain to repress mesodermal gene enhancers, leading to transcriptional repression in human ESCs (48). Furthermore, we identified an interaction between KDM1A and the IAD of IRF3 (Fig. 4*G*), which shares structural similarities with the MH2 domains. This finding adds a layer of complexity to SMAD–KDM1A-mediated enhancer regulation, as activated IRF3 could disrupt the formation of SMAD–KDM1A complexes and their biological responses, similar to what has been observed in R-SMAD–SMAD4 complexes (49, 50).

We confirmed that SMAD1 interacts with KDM1A in an SMAD4-independent manner (Fig. 4*B*). Although SMAD4 is a key component of the SMAD complex, SMAD4-independent R-SMAD-mediated biological responses have been documented (10). For example, C-terminally unphosphorylated SMAD3 has been shown to enter the nucleus and exert biological effects (51). In addition, SMAD2/3 have been reported to regulate specific transcriptional programs in an SMAD4-independent manner, possibly through interacting with TRIM33 (also known as TIFγ or ectodermin) (52) or NKX2-1 (TTF-1) (53). In the current study, TRIM28 (also known as TIFβ), a TRIM33 family member, was identified as an SMAD1 colocalizing factor (Fig. 3*C*). However, we did not detect any physical interaction between TRIM28 and SMAD1/5 under our experimental conditions (Fig. 4*A*).

The relationship between KDM1A/LSD1 and DNA methylation status has been extensively documented. KDM1A is known to demethylate various substrates, including histone proteins and nonhistone proteins (reviewed in Refs. (26, 27)). One of the nonhistone targets of KDM1A is DNMT1 (54) and its cofactor UHRF1, an E3 ubiquitin protein ligase (55). By demethylating and stabilizing DNMT1 and/or UHRF1, KDM1A influences global DNA methylation patterns in mESCs. Another mechanism linking KDM1A and DNA methylation involves the DNMT3A–DNMT3L complex. DNMT3L is a cofactor with no methyltransferase activity that forms a complex with the *de novo* methyltransferase DNMT3A (56, 57). KDM1A-mediated histone demethylation facilitates interactions between H3K4me0 and the DNMT3A–DNMT3L complex, thereby promoting *de novo* DNA methylation at specific loci (58). In this study, we observed local, rather than global, DNA hypomethylation in S1/5 dKO cells (Fig. S4*A*), whereas mRNA expression of *Dnmt3b* and *Dnmt3l* was slightly elevated in S1/5 dKO cells (Fig. S4*B*). Therefore, the loss of SMAD1/5-mediated KDM1A recruitment in S1/5 dKO cells may have caused hypomethylation at regions bound by SMAD1/5 in WT cells. This site-specific hypomethylation may be linked to the recruitment of the DNMT3A–DNMT3L complex, as the absence of H3K4 methylation does not prevent DNMT3L binding.

In conclusion, this study provides insights into the molecular mechanism of transcriptional repression by SMAD1/5, which is mediated by the SMAD4-independent recruitment of KDM1A. Although SMAD-mediated transcriptional repression has been previously described (7, 9), the role of SMAD1/5 in the enhancer silencing of target genes remains underexplored. Our findings demonstrate that the SMAD1/5–KDM1A complex represses genes related to developmental processes toward several lineages, including the NE, in naïve mESCs (Figs. 7*G* and S12*C*). Further studies are needed to investigate the function of the SMAD–KDM1A complex in various biological contexts, such as tumorigenesis and epithelial-to-mesenchymal transition, processes in which BMPs and other TGF-β family members play critical roles.

### Limitations of the study

Our study has several limitations. First, mESCs maintained under static conditions were used. In the case of retinoic acid, KDM1A/LSD1-mediated enhancer silencing regulates the duration of the transcriptional response, forming a feedback loop during pancreatic endocrine cell development (59). Although the C-terminal phosphorylation of SMAD is not required, the SMAD1/5–KDM1A complex may predominantly function in later phases following BMP treatment, potentially contributing to the formation of a negative feedback loop. Second, because of the relatively weak binding affinity of the DNA-binding MH1 domain, the SMAD complex likely cooperates with high-affinity DNA-binding TFs to locate target sites. Additional DNA-binding TFs, such as SNAI1, which is expressed in naïve mESCs (60), may be required to accurately identify SMAD1/5 target genes associated with developmental processes leading to NE. Consequently, the precise mechanism by which SMAD1/5 recognizes target loci lacking H3K4me1 remains unclear and should be addressed in future investigations.

## Experimental procedures

### Cell culture

Feeder-free E14 mouse ESCs were maintained under SL conditions containing serum, and *Smad1*^−/−^;*Smad5*^−/−^ double KO mESCs (S1/5 dKO) was generated using CRISPR–Cas9 system (23). These cells were maintained as reported with slight modification (23); cells were cultured at 37 °C in 5% CO_2_ and were maintained on gelatin (Millipore, Merck, or FUJIFILM Wako)-coated dishes in Dulbecco's modified Eagle's medium (Gibco, Thermo Fisher Scientific), with 15% embryonic stem cell–qualified fetal bovine serum (Millipore, Merck), 0.1 mM β-mercaptoethanol (FUJIFILM Wako), 2 mM L-glutamine, 1× MEM nonessential amino acids, 100 U/ml penicillin and 100 μg/ml streptomycin (all from Gibco), and 1000 U/ml LIF (Millipore).

HEK293T cells were obtained from the American Type Culture Collection. Lenti-X 293T cells were purchased from Clontech (TaKaRa Bio). HEK293T and lenti-X 293T cells were maintained in Dulbecco's modified Eagle's medium (Gibco), supplemented with 10% (v/v) fetal bovine serum (HyClone, GE Healthcare Life Sciences/Cytiva) and 100 U/ml penicillin–streptomycin (Gibco).

### Reagents and antibodies

Recombinant human SMAD1 (ab84653; Abcam) and human SMAD4 (ab81764; Abcam) were purchased from Abcam. Recombinant N-terminal FLAG-tagged human KDM1A (#31426; Active Motif) was purchased from Active Motif.

Antibodies against the following proteins were used: mouse monoclonal anti-SMAD1 (913C1b; Bio Matrix Research), which recognizes both SMAD1 and SMAD5 (61) for IP and ChIP assays, rabbit polyclonal anti-SMAD1 (#9743; Cell Signaling) for Western blotting, mouse monoclonal anti-SMAD4 (sc-7966; Santa Cruz), anti-KDM1A (ab17721; lot #GR307810-1, Abcam) for ChIP, anti-KDM1A (sc-271720; Santa Cruz Biotechnology) for WB, anti-FLAG M2 (F3165; Sigma–Aldrich, Merck), anti-Myc (9E10; FUJIFILM Wako), anti-HA (HA124; Nacalai Tesque), anti-H3K4me1 (#07-436, lot #3120573; Millipore), anti-H3K4me2 (#07-030, lot #3506381; Millipore), and anti-H3K9me2 (ab1220, lot #GR212253-11; Abcam) for ChIP-seq.

The following low-molecular weight kinase inhibitors were used: LSD1 inhibitors GSK-LSD1 and T-3775440 were purchased from Sigma–Aldrich/Merck and Selleck Chemicals, respectively. BMP type I receptor inhibitor DMH1 was also obtained from Selleck Chemicals.

### Alkaline phosphatase staining

Alkaline phosphatase staining was performed using Leukocyte Alkaline Phosphatase Kit (Sigma–Aldrich, Merck), following the manufacturer's protocol.

### Plasmid construction

The coding region of mouse *Kdm1a* (GeneBank accession: NM_133872.2), *Kdm1b* (NM_172262.3), *Trim28* (NM_011588.3), *Zfp57* (NM_001013745.2), and human *IRF3* (NM_001571.6) were amplified by PCR and were subcloned into the pcDEF3-5′3×FLAG, pcDNA3-5′3×FLAG, pcDNA3-5′6×Myc, pcDNA3-5′3×HA, pcDNA3-3′3×FLAG, and pcDNA3-3′3×HA vectors (62). The constructs of SMAD1, SMAD2, SMAD3, and SMAD4 were previously described (23, 61). Deletion mutants were generated using PCR with specific primers with sites for restriction enzymes with stop codon. Details of mutants are as follows. SMAD1 MH1+linker (L): 1 to 267 aa (amino acids), SMAD1 MH2: 268 to 465 aa, SMAD2 MH2: 271 to 467 aa, SMAD3 MH2: 229 to 425 aa, SMAD4 MH2: 320 to 552 aa, IRF3 IAD: 200 to 427 aa, KDM1A N-SWIRM: 1 to 267 aa, KDM1A amine oxidase: 279 to 853 aa, KDM1A Tower: 407 to 523 aa, KDM1A Tower+α: 407 to 698 aa, KDM1A AOΔtower: 419 to 522 aa, and KDM1A AOΔ522 to 693 (Fig. 4, *D* and *E*). We introduced point mutations at the C terminus of the MH2 domains using site-directed mutagenesis with specific primers.

The CSI-6×BRE(GC)-monomeric Azami-Green (mAG)-Neo contains 6-time 25-nt minimal BMP Responsive Element and super core promoter (23, 63). The construct was generated using CSI-3×BRE(GA)-AcGFP-Hyg and pGL4-3×BRE(GC)-DsRed-Neo (23). CSI-MERVL-tdTomato-Hyg was generated using 730 nucleotides promoter sequence of *MERVL* (5) and CSI-3×GA-AcGFP-Hyg (23). All the constructs for lentivirus production were kindly provided by Dr H. Miyoshi (deceased; formerly RIKEN). All the constructs were verified by Sanger sequencing.

### Lentivirus production

Recombinant lentiviruses were produced by transient transfection using Lipofectamine 2000 (Invitrogen, Thermo Fisher Scientific) in HEK293T or Lenti-X 293T cells and were concentrated using the Lenti-X Concentrator (Clontech, TaKaRa Bio).

### Bisulfite Sanger sequencing

Genomic DNA was isolated using a Gentra Puregene Cell kit (Qiagen, Thermo Fisher Scientific). DNA bisulfite conversion was performed using Epitect Bisulfite kits (Qiagen). The targeted regions were amplified with TaKaRa Epi-Taq HS (for bisulfite-treated DNA) (TaKaRa Bio). Primer sets used are listed in Table S3. The PCR for *Mest*, *Nnat*, *Impact*, and *Dlk1-Meg3* IG was done as follows: 95 °C for 2 min; repeat steps 40×; 95 °C for 10 s; 55 °C for 30 s; 72 °C for 30 s; hold 16 °C. The resulting amplified products were gel-purified, subcloned into pCR2.1-TOPO vector (Thermo Fisher Scientific), and sequenced using M13 reverse primer. Results were analyzed for change in methylation pattern with the QUMA software (64).

### RNA isolation, qRT–PCR

Different cell lines (WT, S1/5 dKO #1, and #2) were stably maintained, and total RNA was extracted at various time points, which may have differed between cell lines. For inhibitor treatments, cells were cultured for more than 7 days in SL medium supplemented with either 1 μM T3775440, 2 μM GSK-LSD1, 1 μM DMH1, or dimethyl sulfoxide (vehicle control). Total RNA from mESCs was prepared using an RNeasy Mini Kit (Qiagen) following the manufacturer's protocol. First-strand complementary DNA (cDNA) was synthesized using a PrimeScript II first strand cDNA Synthesis Kit (Takara Bio). qRT–PCR was performed in a StepOnePlus Real-Time PCR Systems (Applied Biosystems, Thermo Fisher Scientific) using FastStart Universal SYBR Green Master Mix with Rox (Roche, Merck). Relative quantification was performed using the ΔΔCt method, and the data were normalized with *Gapdh*, or *Actb*, depending on the condition. LSD1 inhibitors were found to influence metabolic genes, leading to variability in *Gapdh* expression. Primer sequences are given in Table S4.

### ChIP-seq and data analysis

Chromatin isolation, sonication, and IP using antibody were performed essentially as described previously (62) and were conducted in accordance with the ENCODE guidelines. Briefly, approximately 1 × 10^7^ cells were used for one IP. Cells were fixed in 1% formaldehyde for 10 min at room temperature with swirling. Crosslinking was stopped by adding glycine to a final concentration of 125 mM and washing twice in ice-cold PBS. The crosslinked mESCs were harvested by scraping, pelleted, and resuspended in 1 ml of lysis buffer containing 50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS, and cOmplete EDTA-free protease inhibitor cocktail (Roche, Merck). Chromatin was sonicated using the Bioruptor sonicator for 2 to 10 cycles of 30 s ON and 30 s OFF at “high” power, in order to shear DNA to an average fragment size of 200 to 500 bp. Cell extract was diluted 10-fold in ChIP dilution buffer (20 mM Tris–HCl, pH 8.0, 2 mM EDTA, 1% Triton X-100, 150 mM NaCl, cOmplete EDTA-free). One hundred fifty microliters of anti-mouse IgG Dynabeads (Invitrogen, Thermo Fisher Scientific) for mouse antibody or 75 μl of Protein A Dynabeads (Invitrogen, Thermo Fisher Scientific) for rabbit antibody was preincubated with 10 μg of antibody at 4 °C overnight; chromatin was then added and incubated at 4 °C for at least another 6 h. The beads were then washed five times in radioimmunoprecipitation assay buffer (50 mM Hepes–KOH, pH 7.0, 0.5 M LiCl, 1 mM EDTA, 0.7% deoxycholate, and 1% NP-40) and once in TE buffer (10 mM Tris–HCl, pH 8.0, 1 mM EDTA). Immunoprecipitated samples were eluted and reverse crosslinked by incubation in elution buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, and 1% SDS) at 65 °C overnight. Genomic DNA was then extracted with a QIAquick PCR purification kit (Qiagen).

ChIP DNA was subjected to high-throughput sequencing analysis (ChIP-seq). The libraries were constructed using Ion Xpress Plus Fragment Library Kit (Thermo Fisher Scientific), as described previously (62). Adaptor-ligated samples were amplified by 15 cycles of PCR and purified by E-Gel SizeSelect (Thermo Fisher Scientific). The libraries were sequenced on the Ion Proton sequencer (Thermo Fisher Scientific). Both reference genomes and gene models were obtained from Illumina iGenome website (https://support.illumina.com/sequencing/sequencing_software/igenome.html). All ChIP-seq datasets were trimmed down to 50 bp using FASTP (version 0.23.2) (65) and were aligned to the mouse reference genome GRCm38/mm10 with Bowtie 2 (version 2.2.5) (66) with default parameters. Peaks were called using MACS3 (model-based analysis of ChIP-seq) (version 3.0.0a6) (67) with the following parameters: "-g mm --broad-cutoff 0.1 --broad" for H3K4me1/broad peaks, "-g mm --q 0.05" for H3K4me2/narrow peaks, and "-g mm --q 0.01" for DNA-binding TFs/narrow peaks such as SMAD1/5 and KDM1A. Peak calling for H3K9me2 was performed using Epic2 (version 0.0.52) (68) with the following parameters: "-gn mm10 -fs 50 -bin 500 -g 8 -kd -fdr 0.05." Common regions of the duplicate ChIP-seq data were generated using R package ChIPpeakAnno (version 3.36.1) (69). Assignment of genes to regions was done using the ChIPpeakAnno, taking the closest gene within a maximum distance of 10 kb.

Bigwig files with 1-bp resolution were generated and scaled to 1× coverage (reads per genome coverage, 1× RPGC) using bamCoverage function of deeptools2 package (version 3.5.1) (70) with the following parameters: "--binSize 1 --normalizeUsing RPGC --extendReads 200 --ignoreDuplicates --effectiveGenomeSize 2308125349." Input tracks were thereafter subtracted by using deeptools2 bigWigCompare with the following parameters: "--binSize 1 --operation subtract." Regions with value less than 0 were removed using bwtool (version 1.0) (71) with the following parameters: "remove less 0." ChIP-seq tracks showing peak distribution on the genome were visualized with pyGenomeTracks (version 3.7) from deeptools (72). Both bigWig (signal) and BED (peak regions) files were plotted, and replicates were overlaid for direct comparison. Tracks were aligned to the mm10 reference genome and displayed at locus-level resolution. Figure parameters, including genomic coordinates, *y*-axis scaling, scale bars (*e*.*g*., 5 kb scale), and gene annotations, were formatted for clear interpretation. The genomic regions were annotated with ChIPpeakAnno to nearest protein-coding genes. Over-representation analysis of GO terms were conducted with enrichGO function of clusterProfiler package (version 4.10.1) (73).

### ChIP-Atlas database analysis

To obtain a clue, we analyzed ChIP-seq data available through ChIP-Atlas database (35, 36). The data were downloaded on November 5, 2024. First, The Enrichment Analysis tool of TF revealed that 1027 ChIP-seq datasets out of total 7312 datasets (mm10, Experiment type: ChIP-TFs and others, Cell type class: PSC) overlapped more than or equal to 20 gene loci in those of 40 DEGs. Furthermore, the colocalization analysis showed that 482 datasets, or 135 proteins, colocalized with SMAD1 on a genome-wide scale (mm10, Antigen: Smad1, Cell type class: PSC).

### Transcriptome analysis: microarray and RNA-seq

Publicly available microarray datasets were obtained from Gene Expression Omnibus (GEO) using the R package GEOquery (74) and DEGs were analyzed using the R package DESeq2 (75). Publicly available RNA-seq datasets were obtained from GEO. The raw FASTQ files were adaptor trimmed and quality controlled by FASTP (version 0.23.2) (65). For datasets with larger size, 50 million reads were randomly picked using seqtk software (https://github.com/lh3/seqtk). The FASTQ files were aligned to the mouse reference genome GRCm38/mm10 with Bowtie2 (version 2.2.5) (66) and quantified with RSEM (version 1.2.28) (76) with the default parameter. After quantification, genes were analyzed for differential expression using the R package DESeq2 (75), and *p* values obtained by two-sided Wald's test and corrected for multiple testing using the Benjamini and Hochberg method.

### Gene set enrichment analysis

For microarray/RNA-seq data with two or more replicates, the list of genes was sorted based on stat variable from the DESeq2 (version 1.26.0). For RNA-seq data without replicates (n = 1), the list of genes was sorted based on log2 fold change. Preranked gene set enrichment analysis with a custom gene set comprising the S15down genes (20 genes) was performed using R package fgsea (version 1.30.0) (77) with 10,000 permutations.

### Single-cell RNA-seq analysis

The cells were gently digested into single cells using 0.05% trypsin–EDTA (Gibco) and were resuspended at ∼1000 cells/μl. Single-cell RNA-seq libraries were generated from parental E14 mouse ESCs (WT) and *Smad1*^−/−^;*Smad5*^−/−^ double KO cells (S1/5 dKO) using the Chromium Single Cell 3′ Reagent Kit v3 chemistry (10X Genomics) with a target of 3000 cells per sample, according to the manufacturer's protocol. The libraries were sequenced on the Illumina HiSeq X 10 platform in paired-end read mode with 150 bp per read, which was conducted by GENEWIZ from Azenta Life Sciences. Raw sequencing data were processed using Cell Ranger software (version 3.0.2) with mm10 reference genome (provided by 10X Genomics). Single-cell RNA-seq data of day 6 EB generated from *Kdm1a*-deficient mESCs (n = 2 for each group) (29) was retrieved from the GEO under the accession number GSE232255.

The 10X CellRanger output data files (barcodes.tsv, features.tsv, and matrix.tsv) were analyzed using the R package Seurat (version 4.3.0.1) (78). Reads were processed by counting unique molecular identifiers. Cells with fewer than 1000 unique feature counts and more than 5% mitochondrial RNA counts were excluded to remove low-quality cells. Single-cell gene expression counts were log-normalized using the NormalizeData function, with a scale factor of 10,000. The top 2000 variable genes were identified using the “vst” method in the FindVariableFeatures function. The normalized data were scaled using the ScaleData function and integrated (or batch-corrected) using the FindIntegrationAnchors and IntegrateData functions. Graph-based clustering was then performed on the integrated data using the FindClusters function at a resolution of 0.5, and cluster identities were manually annotated based on marker gene expression. Clusters were extracted using the subset function. Gene expression levels were represented as violin plots using VlnPlot function or as feature plots using FeaturePlot function. Pseudo-bulk analysis of scRNA-seq was performed using the AverageExpression function in Seurat. In our case, we had only n = 1 for each condition, so pseudo-bulk analysis was performed without biological replicates. To score each cell's position in the cell cycle, we used tricycle (version 1.4.0) (32), a R package that estimates the cell cycle position based on the abundance of known cell-cycle genes (*e*.*g*., *Top2a* and *Smc4*).

### Flow cytometry and fluorescence-activated cell sorting

Flow cytometry analyses and fluorescence-activated cell sorting were performed on Cell Sorter SH800S (Sony) as described (79). To establish E14-6×BRE(GC)-mAG; MERVL-tdTomato reporter cells, LV-6×BRE(GC)-mAG-Neo-infected E14 cells were established and mAG^high^ cells were sorted, followed by infection of LV-MERVL-tdTomato-Hyg and tdTomato^high^ cells were sorted. E14-6×BRE(GC)-mAG;MERVL-tdTomato reporter cells were treated with or without 100 ng/ml BMP4 or 10 μM of DMH1 for 24 h.

Cells were gently digested into single cells using 0.05% trypsin–EDTA (Gibco) and were filtered through a 40 μm cell strainer. The samples were analyzed on Cell Sorter SH800S. Data analysis was performed using Cell Sorter Software (version 2.1.5) (Sony) and visualized using R package ggplot2. Results showed a similar tendency in more than three independent experiments. Representative data are shown in Figure S2*G*.

### IP/protein pulldown assay

HEK293T cells were transiently transfected using Lipofectamine 2000 and incubated for 36 h before analysis. Cells were lysed in a lysis buffer containing 20 mM Hepes, 100 mM NaCl, 0.5 mM EDTA, 10% glycerol, 0.2% NP-40, and cOmplete EDTA-free protease inhibitor cocktail (cOmplete, EDTA free; Roche Applied Science). FLAG-tagged protein was immunoprecipitated using anti-mouse IgG Dynabeads (Invitrogen, Thermo Fisher Scientific) and anti-FLAG M2 antibody (F3165; Sigma–Aldrich, Merck). The beads (30 μl) were washed once in ice-cold PBS, resuspended in PBS, and preincubated with 2.5 μg of antibody on a rotating wheel at 4 °C overnight, followed by two washes with cold PBS. Cells were lysed in the lysis buffer and incubated with the pretreated Dynabeads for 4 h. Proteins in immunoprecipitates or cleared cell lysates were subjected to SDS-PAGE. Western blot analysis was performed using the indicated antibodies.

To detect endogenous protein interactions, approximately 1 × 10^6^ of mESCs were used for each condition. Thirty microliters of anti-mouse IgG Dynabeads were washed once in ice-cold PBS, resuspended in PBS, and preincubated with 2.5 μg of anti-SMAD1 antibody (913C1b; Bio Matrix Research) on a rotating wheel at 4 °C overnight, followed by two washes with cold PBS. Cells were lysed in the lysis buffer and incubated with the pretreated Dynabeads for 4 h. Proteins in immunoprecipitates or cleared cell lysates were subjected to SDS-PAGE. Western blot analysis was performed using the indicated antibodies.

Protein pulldown assay was performed using anti-mouse IgG Dynabeads and anti-SMAD1 antibody (913C1b; Bio Matrix Research). Thirty microliters of beads was washed once in ice-cold PBS, resuspended in PBS, and preincubated with 2.5 μg of antibody on a rotating wheel at 4 °C overnight, followed by two washes with cold PBS. The pretreated Dynabeads were washed once in 200 μl of PBS with Tween-20 (PBST) and incubated with recombinant proteins (500 ng each) as indicated in 200 μl of PBST at room temperature for 15 min. The beads were then washed three times in 200 μl of PBST and eluted with SDS-PAGE sample buffer and subjected to SDS-PAGE. Western blot analysis was performed using the indicated antibodies.

### Western blot analysis

Western blot analysis was performed essentially as described previously (62). Samples were separated by SDS-PAGE, blotted onto a polyvinylidene difluoride membrane (Pall), and the chemiluminescence signal was detected by a luminescence image analyzer (LAS-4000; Fujifilm). All primary antibodies for Western blotting were used at a 1:1000 dilution. Horseradish peroxidase–conjugated secondary antibodies were used at a 1:10,000 dilution. The intensities of the bands were quantified using ImageJ software (80). Uncropped Western blot images are presented in Figure S13.

### Materials and correspondence

Materials used or generated in this study will be available upon reasonable request, and a material transfer agreement may be required. Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Masato Morikawa ().

### Statistical information

No statistical method was used to predetermine sample size, no data were excluded from the analyses, and the investigators were not blinded to allocation during experiments and outcome assessment. All statistical tests and number of observations are stated in figure panels or legends. Unless otherwise indicated, statistical analyses were carried out using R. Data distribution was assumed to be normal, but this was not formally tested. Data are presented as scatter plots with bar graphs, which indicate mean ± SD. A two-sided Welch's *t* test, an unequal variances *t* test, was used to compare the two conditions. Differences between the conditions were analyzed by Tukey's honest significant difference test corrected for multiple comparisons. In the half-violin plots of scRNA-seq analysis, each cell was treated as an independent replicate, and differences in gene expression between conditions were analyzed using the Wilcoxon rank sum test.

## Data availability

• All newly generated ChIP-seq and single-cell RNA-seq data were deposited at the GEO under accession numbers GSE268911 and GSE268912. All other data supporting the findings of this study are available from the corresponding author on reasonable request.
• This article does not report original code.
• Any additional information required to reanalyze the data reported in this work article is available from the corresponding author upon request.

Publicly available datasets used in this study were obtained from GEO with the following accession number.

• ChIP-seq

Smad1/5 ChIP-seq in mESCs: GSE70579 (GSM1810977, GSM1810978, and GSM1810980)

Smad4 ChIP-seq in mESCs: GSE125116 (GSM3563725, GSM3563728)

Smad1/5 ChIP-seq in mEpiLCs: GSE70579 (GSM1810982, GSM1810984, and GSM1810986)

KDM1A ChIP-seq in mouse epiblast stem cells: DRP001313 (DRX013314, DRX013325, and DRX013326)

H3K4me2 ChIP-seq in mEpiLCs: GSE155089 (GSM4694570, GSM4694721, and GSM4694727)

• Microarray

*Kdm1a* KO mESCs: GSE21131 (GSM528560, GSM528561, GSM528562, GSM528563, GSM528564, and GSM528565)

• RNA-seq

*Kdm1a* KO mESCs: GSE232255 (GSM7324597, GSM7324599, GSM7324600, GSM7324601, GSM7324602, and GSM7324603)

*Dnmt1/3a/3b* triple KO mESCs: GSE64910 (GSM1583042, GSM1583043, GSM1583052, and GSM1583053)

*Zfp57* KO mESCs: GSE31182 (GSM773068, GSM773069)

*Trim28* KO mESCs: GSE74278 (GSM1916163, GSM1916164, GSM1916165, GSM1916166, GSM1916167, and GSM1916168)

*Kdm2b* (Fbxl10) KO mESCs: GSE65583 (GSM1600473, GSM1600474)

*Kmt2b* (MLL2) KO mESCs: GSE98988 (GSM2629687, GSM2629688, GSM2779052, and GSM2779053)

*Kdm6a* (UTX) KO mESCs: GSE97703 (GSM2575700, GSM2575701, GSM2575702, GSM2575703, GSM2575704, and GSM2575705)

*Tet1/2/3* triple KO mESCs: GSE56986 (GSM1372648, GSM1372650)

*Ing5* KO mESCs: GSE196946 (GSM5905508, GSM5905509, GSM5905514, and GSM5905515)

*Smarca4* (BRD1) knockdown mESCs: GSE57170 (GSM1376650, GSM1376651, GSM1376652, and GSM1376653)

*Brd9* knockdown mESCs: GSE111264 (GSM3027471, GSM3027472, GSM3027473, and GSM3027474)

• scRNA-seq

GSE232255 (GSM7324710, GSM7324711, GSM7324712, and GSM7324713).

## Supporting information

This article contains supporting information (23, 29, 34, 62, 81, 82).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: SMAD1/5-mediated recruitment of the histone demethylase KDM1A controls cell fate programs in embryonic stem cells
**Source:** J Biol Chem. 2025 Aug 12;301(9):110591. doi: 10.1016/j.jbc.2025.110591
**Supplement:** Supplementary Information

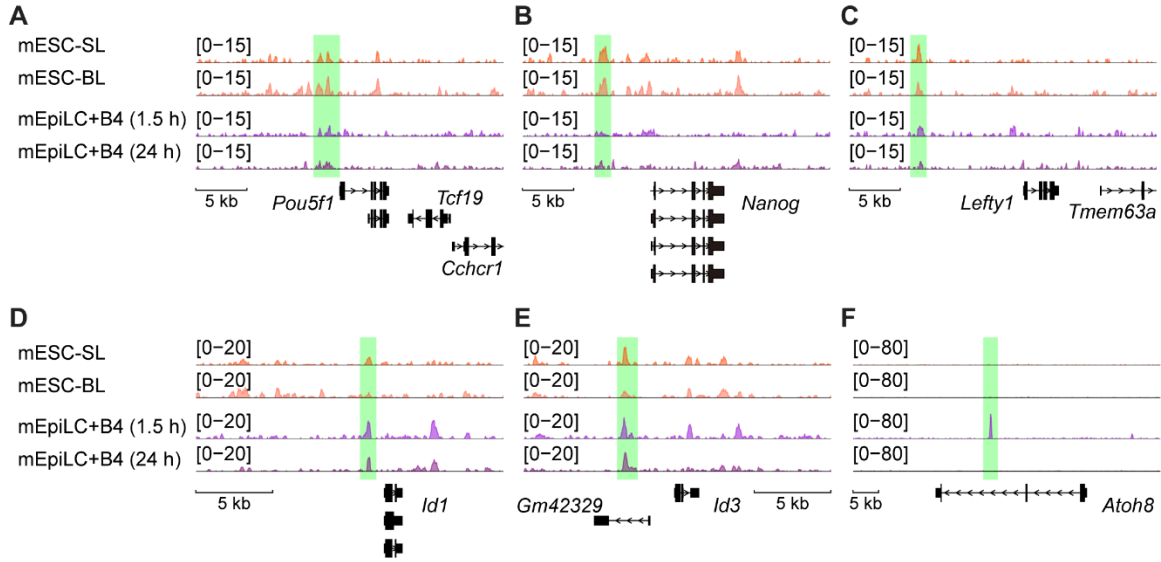

**Figure S1. SMAD1/5 binding regions in naïve ESCs and formative/primed EpiLCs.**

(A–F) Genome browser tracks of the indicated normalized ChIP-seq signals at the indicated gene loci of BMP-SMAD1/5 target genes and control genes of WT and S1/5 dKO cells. The read counts were first normalized to  $1 \times$  genome coverage (reads per genome coverage, RPGC) and then normalized to input. (A,B) *Pou5f1* (which encodes OCT4): a marker gene of pluripotent stem cells. *Nanog*: a marker gene of naïve pluripotency. In the naïve condition, SMAD1/5 locate at the OCT4-SOX2-NANOG (OSN) target sites such as the enhancer regions of *Pou5f1* and *Nanog* (34), which is in accordance with the fact that SMAD1/5 make complex with NANOG (81) and KLF4 (23). In the formative/primed condition, however, SMAD1/5 binding to the  $-5$  kb *Nanog* enhancer was decreased, possibly because one of the naïve-specific marker genes *Nanog* is not expressed in the formative condition while OCT4 is expressed in the formative/primed conditions. (C) *Lefty1*: one of the marker genes of the formative/primed conditions. SMAD1/5 commonly bind the same regions in both conditions, possibly because chromatin is open in naïve condition although *Lefty1* is not expressed. (D,E) *Id1* and *Id3*: well-established target genes

of the BMP-SMAD signaling pathway. SMAD1/5 commonly bind the same regions in both conditions. (F) *Atoh8*: a SMAD1/5 target gene which restrains cellular plasticity (62, 82). SMAD1/5 bind an enhancer region of the gene only in BMP4-treated cells in the formative condition.

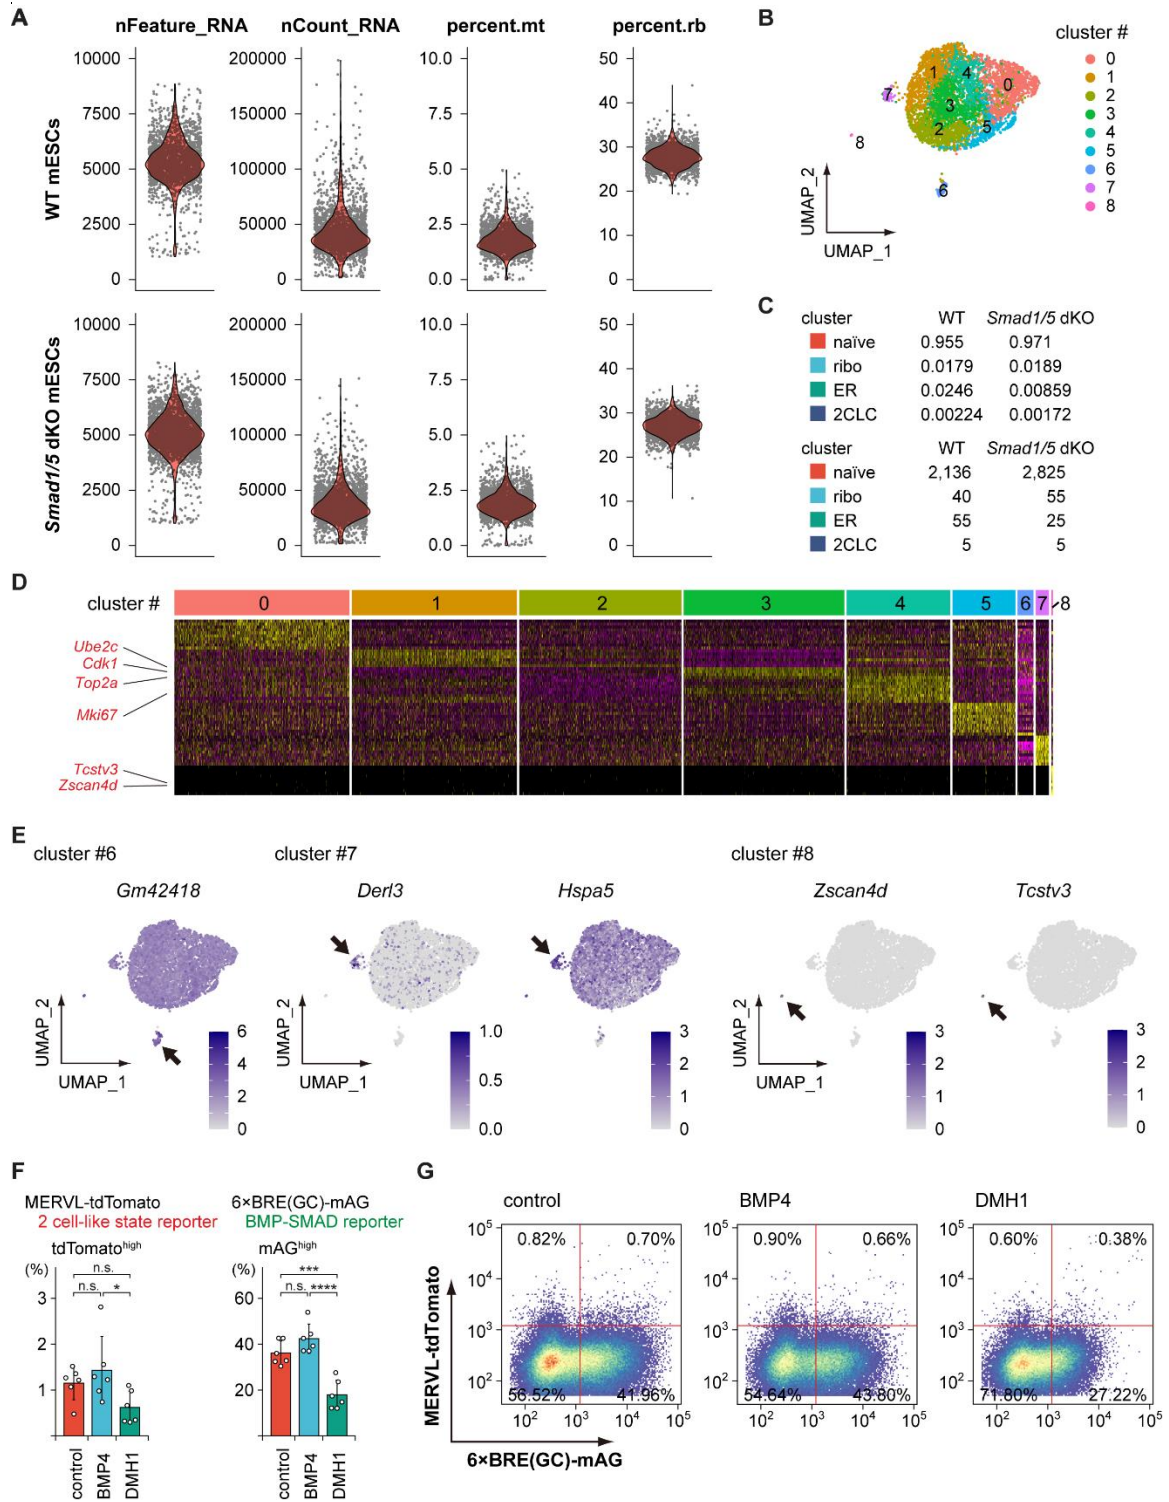

**Figure S2. Single-cell RNA-seq analysis of *Smad1/5*-deficient mESCs and parental mESCs.**

(A) Quality control (QC) metrics for genes, reads, mitochondrial, and ribosomal transcripts per cell as determined using Seurat pre-processing violin plots. The violin plots illustrate the number of genes detected per cell (nFeature\_RNA), the number of reads per cell (nCount\_RNA), the percent of mitochondrial transcripts per cell (percent.mt), and the percent of ribosomal transcripts per cell (percent.rb).

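Over the 2236 WT and 2910 cells labelled S1/5 dKO, the median number of detected genes per cell was 5290 (range 1037 to 8856) in WT and 5032 (1003 to 8276) in the other library. Mitochondrial UMIs made up a median of 1.70% in WT and 1.84% in the library labelled S1/5 dKO, and UMIs of ribosomal protein genes 25.9% and 25.4%. The limit on mitochondrial UMIs removed 26 and 29 barcodes that had passed the minimum of detected genes. The cells held 95.5% of the UMIs of the WT library and 95.7% of those of the library labelled S1/5 dKO. With the minimum lowered to 500 detected genes, the alternative that moved these numbers most, 2315 and 3013 barcodes passed.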

(B) Uniform manifold approximation and projection (UMAP) visualization of the transcriptional heterogeneity of parental E14 mESCs (WT, n = 2,236) and *Smad1/5*-deficient mESCs (S1/5 dKO, n = 2,910). Cells are colored based on the clusters they belong to.

(C) The tables summarize the percentages (top) and raw cell counts (bottom) of each population in WT and S1/5 dKO samples. The corresponding bar plot is shown in Figure 1F.

(D) Heatmaps representing top 10 differentially expressed genes for each cluster of the integrated data of WT and S1/5 dKO cells. Color represents the mRNA expression levels, which are scaled by z-transformation and limited to a minimum scale from -2.5 to 2.5 (purple to yellow).

(E) Uniform manifold approximation and projection (UMAP) plots showing the mRNA expressions of the selected marker genes of the cluster #6, #7 or #8 in the integrated data of WT and S1/5 dKO cells. Each arrow indicates the indicated cluster.

(F,G) Flow cytometry analysis of the E14-6×BRE(GC)-monomeric Azami-Green (mAG);MERVL-tdTomato reporter cells with/without BMP4 or DMH1. Since serum

contains BMP ligands, a condition supplemented with the BMP receptor kinase inhibitor DMH1 is considered a BMP-negative condition. (G) Representative data of  $n = 6$  independent experiments.

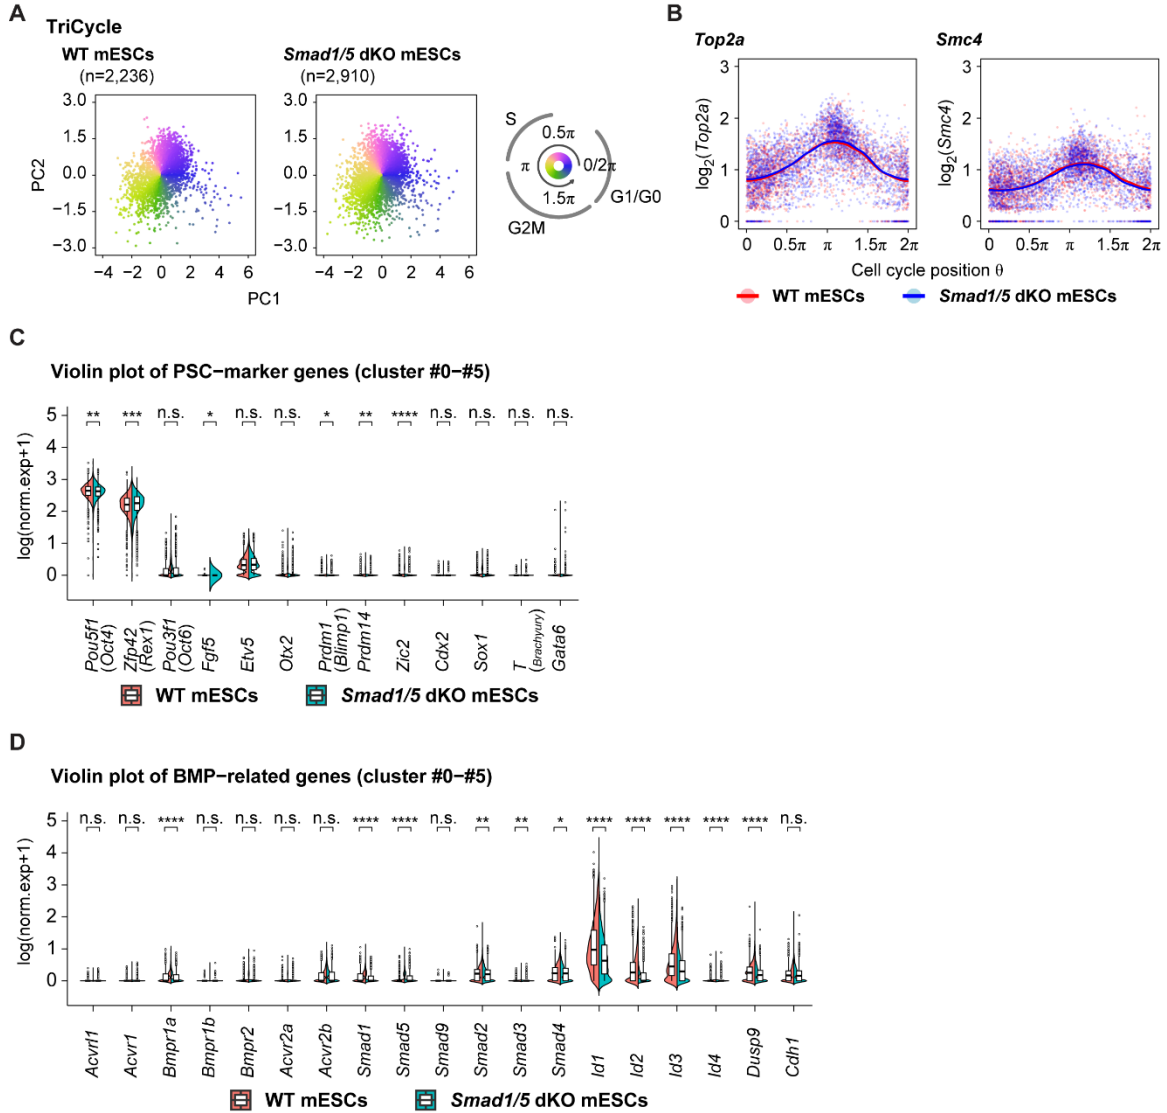

**Figure S3. Single-cell RNA-seq comparison between *Smad1/5*-deficient and parental mESCs.**

(A,B) Tricycle analysis to estimate cell cycle position. (A) UMAP plot of WT or S1/5 dKO cells representing the expression of cell cycle genes.  $0.5\pi$  indicates initial S phase,  $\pi$  indicates initial G2M phase,  $1.5\pi$  indicates middle of M phase and  $1.75-0.25\pi$  indicates G1/G0 state. (B) The expression dynamics of *Top2a* and *Smc4* using the inferred cell-cycle

position, with a periodic loess line.

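Among marker genes of the formative and primed state, *Pou3f1* had a log2 ratio, the library labelled S1/5 dKO over WT, of 0.17 (0.07 to 0.28), *Etv5* of 0.10 (0.04 to 0.16) and *Otx2* of 0.21 (0.02 to 0.41). *Sox3*, another gene of the primed-like list, went the other way, with 231 UMIs in WT and 163 UMIs in the library labelled S1/5 dKO (−0.71, −1.01 to −0.42), and the interval of *Lef1* spans 0 (0.14, −0.46 to 0.74). *Fgf5* had 3 UMIs in WT and 2 in the other library, too few to compare. The ratios of *Prdm1* (−0.23, −0.62 to 0.16) and *Prdm14* (−0.17, −0.42 to 0.08) have intervals that span 0. *Zic2*, with 246 UMIs in WT and 167 UMIs in the library labelled S1/5 dKO, had a log2 ratio of −0.77 (−1.06 to −0.48). *Sox1* had a log2 ratio of 0.20 (0.02 to 0.38). *Gata6* had 68 and 120 UMIs (0.61, 0.17 to 1.06), *Cdx2* 27 and 24 UMIs, and *T* 19 and 16 UMIs. *Gata6* was found in 1.45% of the WT cells and 1.63% of the cells labelled S1/5 dKO, *Otx2* in 12.6% and 11.8%. After thinning, the shares were 0.33% (0.13 to 0.68%) and 0.64% (0.38 to 1.01%) for *Gata6*. For *Otx2* they were 4.38% (3.55 to 5.34%) and 4.61% (3.86 to 5.45%). The ratio intervals treat each UMI as independent, so higher sums of *Gata6* and *Otx2* may come from few cells. Of the BMP receptors and SMADs, *Bmpr1a* had a log2 ratio of −0.24 (−0.36 to −0.12), *Bmpr2* of −0.02 (−0.25 to 0.20), *Acvr1* of 0.01 (−0.46 to 0.48) and *Smad4* of −0.05 (−0.13 to 0.02). The target gene *Dusp9* had a log2 ratio of −0.55 (−0.62 to −0.47).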

**(C,D)** Half-violin plots showing the distribution of the mRNA expression levels of BMP-related genes in WT and S1/5 dKO cells within cluster #0–#5. Each cell was treated as an independent replicate, and differences in gene expression between conditions were analyzed using the Wilcoxon rank sum test. (C) PSC marker genes. *Pou5f1*/OCT4 mark PSCs; *Zfp42* marks naïve PSCs; *Pou3f1*/OCT6, *Fgf5*, *Etv5*, and *Otx2* mark formative/primed PSCs; *Prdm1*, *Prdm14* mark PGC; *Zic2*, *Cdx2* mark trophoblast stem cells (TSCs); *Sox1*, *T/Brachyury*, and *Gata6* display lineage commitment. (D) BMP-related genes.

\*, \*\*, \*\*\*, \*\*\*\*, and n.s. represent  $P < 0.05$ , 0.01, 0.001, 0.0001, and not significant, respectively.

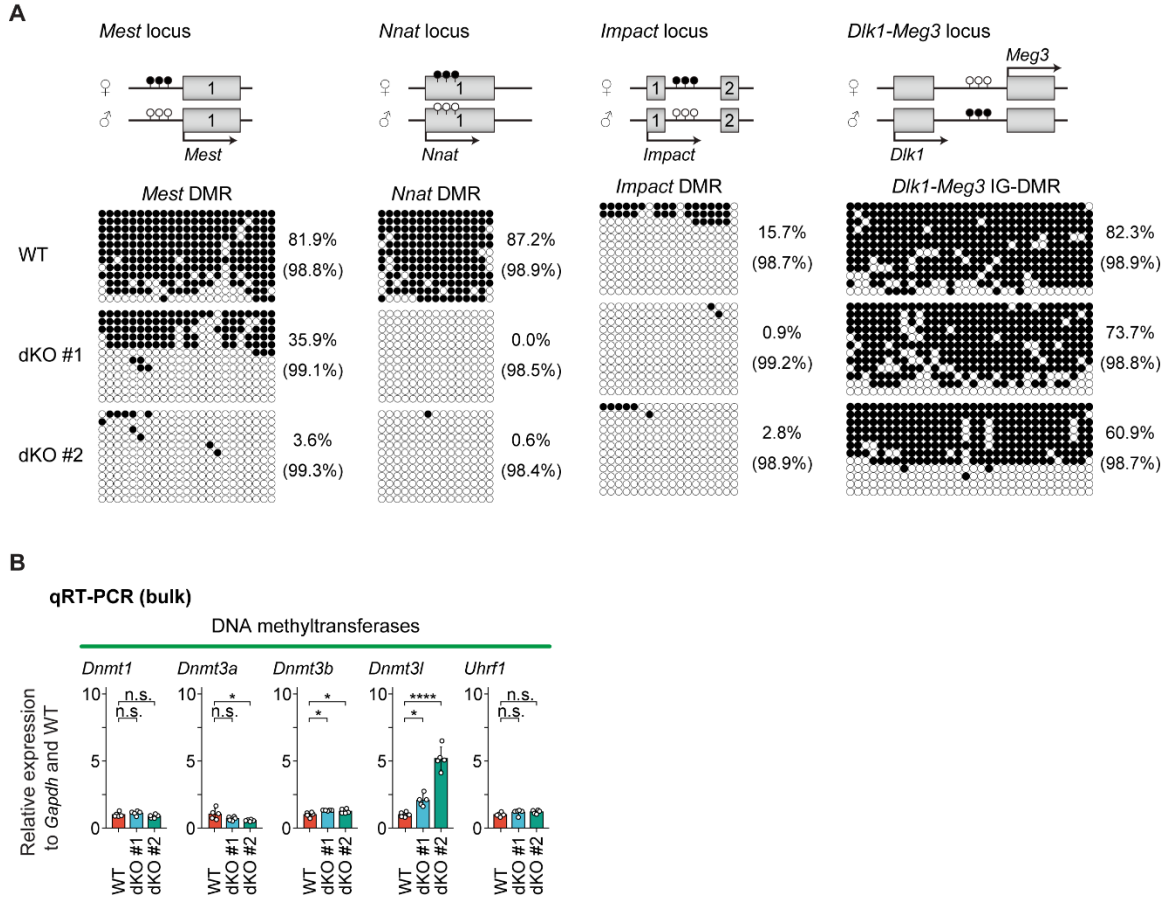

**Figure S4. Bisulfite sequencing analysis of the SMAD1/5 binding regions in naïve ESCs.**

(A) Bisulfite sequencing analysis of 5mC of differentially methylated regions (DMRs) of the SMAD1/5-repressed genes.

(B) qRT-PCR analysis of mRNA of indicated genes in WT and S1/5 dKO cells. *Gapdh* was used as endogenous control. Results of  $n = 5$  independent experiments are presented as scatter plots with bar graphs which indicate mean  $\pm$  SD. Differences between the conditions were analyzed by Tukey's HSD test corrected for multiple comparisons.

\*, \*\*\*\*, and n.s. represent  $P < 0.05$ , 0.0001, and not significant, respectively.

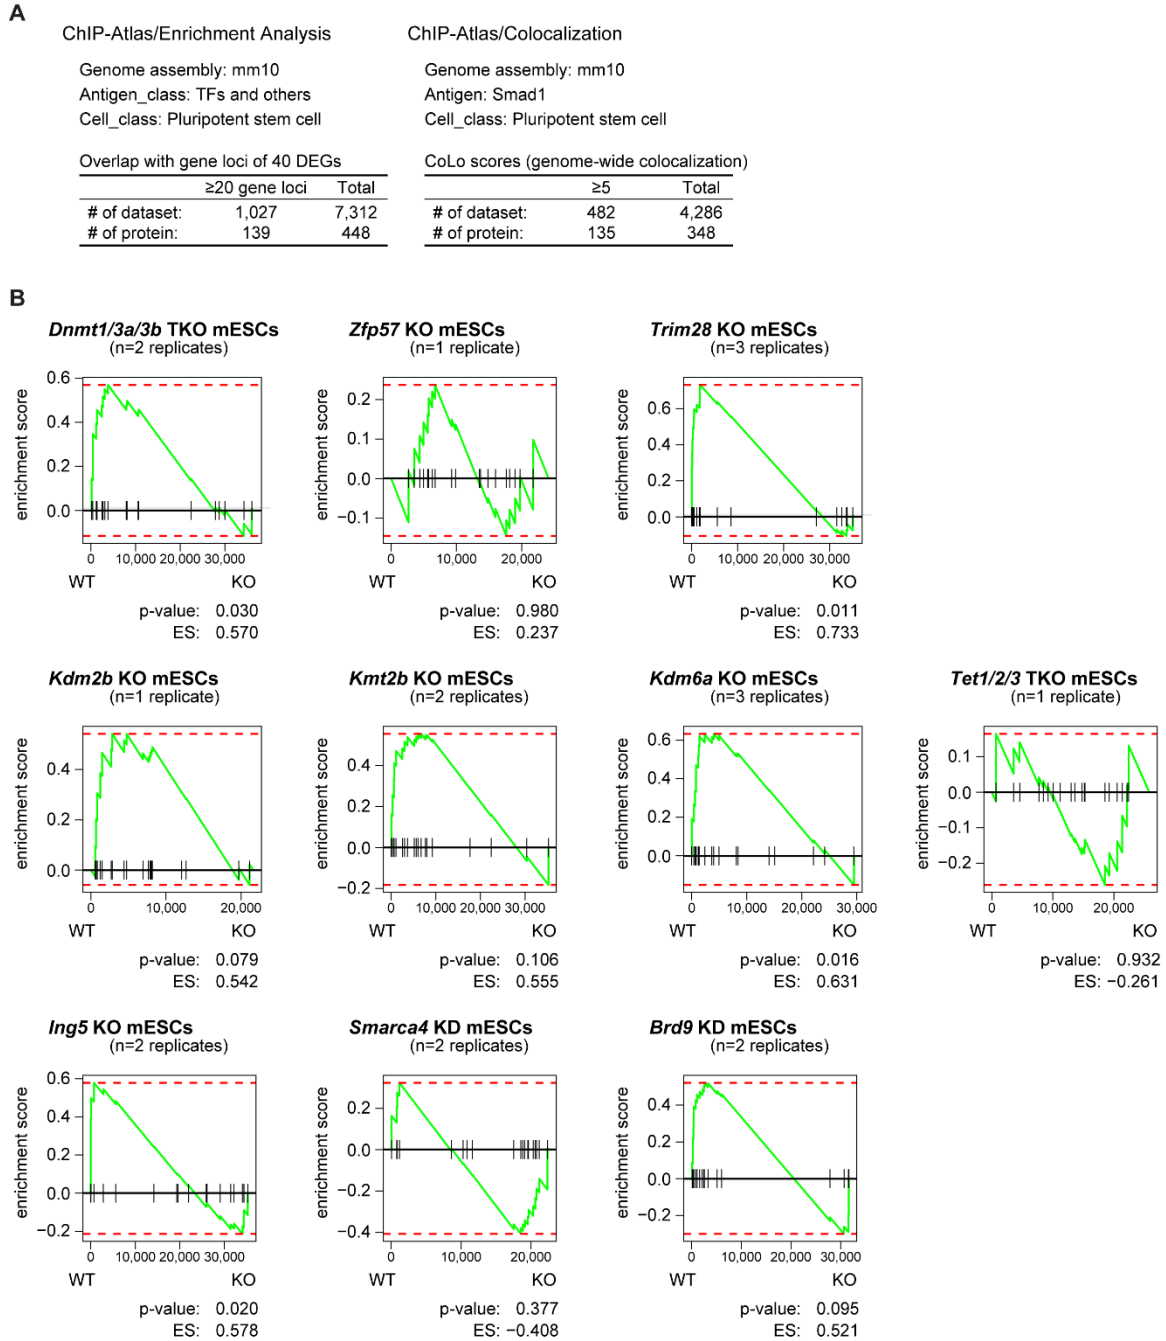

**Figure S5. Involvement of KDM1A/LSD1 in regulation of the genes down-regulated by SMAD1/5.**

(A) Tables provide detailed overview of the results obtained from ChIP-Atlas. Related to Figure 3B.

**(B)** GSEA plots showing the enrichment results of the custom gene set of the genes down-regulated by SMAD1/5 (S15down genes, 20 genes) in mESCs deficient in indicated gene(s) compared with control cells. ES: enrichment score. Related to Figure 3D.

268

|                            |                                                                 |
|----------------------------|-----------------------------------------------------------------|
| <i>Homo sapiens</i> SMAD1  | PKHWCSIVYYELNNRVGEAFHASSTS--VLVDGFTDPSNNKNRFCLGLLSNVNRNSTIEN    |
| <i>Homo sapiens</i> SMAD5  | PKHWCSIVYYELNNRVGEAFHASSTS--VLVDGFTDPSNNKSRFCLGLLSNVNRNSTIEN    |
| <i>Homo sapiens</i> SMAD8  | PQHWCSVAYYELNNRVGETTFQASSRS--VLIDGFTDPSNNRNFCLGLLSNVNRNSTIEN    |
| <i>Homo sapiens</i> SMAD2  | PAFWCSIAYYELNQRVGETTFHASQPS--LTVDGFTDPSNSE-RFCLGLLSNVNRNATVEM   |
| <i>Homo sapiens</i> SMAD3  | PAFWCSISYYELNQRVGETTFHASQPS--MTVDGFTDPSNSE-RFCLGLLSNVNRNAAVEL   |
| <i>Homo sapiens</i> SMAD4  | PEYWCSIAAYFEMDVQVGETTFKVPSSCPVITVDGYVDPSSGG-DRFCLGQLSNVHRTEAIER |
| <i>Mus musculus</i> SMAD1  | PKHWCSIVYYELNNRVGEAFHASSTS--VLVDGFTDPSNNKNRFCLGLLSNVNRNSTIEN    |
| <i>Mus musculus</i> SMAD5  | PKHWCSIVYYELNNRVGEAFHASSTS--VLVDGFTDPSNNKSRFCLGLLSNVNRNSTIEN    |
| <i>Mus musculus</i> SMAD8  | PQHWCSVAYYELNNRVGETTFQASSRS--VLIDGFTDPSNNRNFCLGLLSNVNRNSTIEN    |
| <i>Mus musculus</i> SMAD2  | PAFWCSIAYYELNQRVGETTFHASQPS--LTVDGFTDPSNSE-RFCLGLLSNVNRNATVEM   |
| <i>Mus musculus</i> SMAD3  | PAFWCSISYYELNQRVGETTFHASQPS--MTVDGFTDPSNSE-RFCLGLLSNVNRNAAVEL   |
| <i>Mus musculus</i> SMAD4  | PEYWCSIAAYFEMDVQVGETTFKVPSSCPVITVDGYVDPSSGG-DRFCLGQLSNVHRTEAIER |
| <i>D. melanogaster</i> MAD | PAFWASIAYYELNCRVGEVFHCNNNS--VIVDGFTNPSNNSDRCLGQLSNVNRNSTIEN     |

326

|                            |                                                              |
|----------------------------|--------------------------------------------------------------|
| <i>Homo sapiens</i> SMAD1  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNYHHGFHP-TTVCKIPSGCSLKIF |
| <i>Homo sapiens</i> SMAD5  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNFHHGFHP-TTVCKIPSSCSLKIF |
| <i>Homo sapiens</i> SMAD8  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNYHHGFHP-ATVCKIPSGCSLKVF |
| <i>Homo sapiens</i> SMAD2  | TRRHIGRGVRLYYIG-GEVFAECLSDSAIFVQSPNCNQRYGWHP-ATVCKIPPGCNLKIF |
| <i>Homo sapiens</i> SMAD3  | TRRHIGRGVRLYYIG-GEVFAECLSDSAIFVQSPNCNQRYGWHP-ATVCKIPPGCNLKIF |
| <i>Homo sapiens</i> SMAD4  | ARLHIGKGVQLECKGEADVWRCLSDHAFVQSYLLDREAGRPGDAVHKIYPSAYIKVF    |
| <i>Mus musculus</i> SMAD1  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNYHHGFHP-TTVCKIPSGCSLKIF |
| <i>Mus musculus</i> SMAD5  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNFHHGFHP-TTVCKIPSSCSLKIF |
| <i>Mus musculus</i> SMAD8  | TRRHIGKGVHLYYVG-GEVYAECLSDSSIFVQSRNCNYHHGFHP-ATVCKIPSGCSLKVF |
| <i>Mus musculus</i> SMAD2  | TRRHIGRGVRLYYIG-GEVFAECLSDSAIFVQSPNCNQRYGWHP-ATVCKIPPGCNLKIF |
| <i>Mus musculus</i> SMAD3  | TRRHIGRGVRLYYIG-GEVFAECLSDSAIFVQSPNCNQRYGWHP-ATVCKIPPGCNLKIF |
| <i>Mus musculus</i> SMAD4  | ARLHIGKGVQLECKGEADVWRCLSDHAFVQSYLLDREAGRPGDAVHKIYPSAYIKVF    |
| <i>D. melanogaster</i> MAD | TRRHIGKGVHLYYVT-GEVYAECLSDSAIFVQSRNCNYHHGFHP-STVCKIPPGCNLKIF |

384

|                            |                                                            |
|----------------------------|------------------------------------------------------------|
| <i>Homo sapiens</i> SMAD1  | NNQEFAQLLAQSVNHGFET-----VYELTKM                            |
| <i>Homo sapiens</i> SMAD5  | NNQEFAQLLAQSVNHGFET-----VYELTKM                            |
| <i>Homo sapiens</i> SMAD8  | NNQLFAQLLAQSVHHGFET-----VYELTKM                            |
| <i>Homo sapiens</i> SMAD2  | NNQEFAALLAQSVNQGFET-----VYQLTRM                            |
| <i>Homo sapiens</i> SMAD3  | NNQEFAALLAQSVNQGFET-----VYQLTRM                            |
| <i>Homo sapiens</i> SMAD4  | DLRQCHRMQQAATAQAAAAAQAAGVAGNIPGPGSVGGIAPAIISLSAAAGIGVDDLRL |
| <i>Mus musculus</i> SMAD1  | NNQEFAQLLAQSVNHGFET-----VYELTKM                            |
| <i>Mus musculus</i> SMAD5  | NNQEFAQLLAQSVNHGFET-----VYELTKM                            |
| <i>Mus musculus</i> SMAD8  | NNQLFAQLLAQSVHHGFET-----VYELTKM                            |
| <i>Mus musculus</i> SMAD2  | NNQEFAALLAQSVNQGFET-----VYQLTRM                            |
| <i>Mus musculus</i> SMAD3  | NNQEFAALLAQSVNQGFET-----VYQLTRM                            |
| <i>Mus musculus</i> SMAD4  | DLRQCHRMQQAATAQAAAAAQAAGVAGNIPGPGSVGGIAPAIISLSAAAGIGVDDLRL |
| <i>D. melanogaster</i> MAD | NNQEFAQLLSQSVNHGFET-----VYELTKM                            |

410

|                            |                                                         |
|----------------------------|---------------------------------------------------------|
| <i>Homo sapiens</i> SMAD1  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Homo sapiens</i> SMAD5  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Homo sapiens</i> SMAD8  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Homo sapiens</i> SMAD2  | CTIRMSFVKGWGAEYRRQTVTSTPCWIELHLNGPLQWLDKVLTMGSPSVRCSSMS |
| <i>Homo sapiens</i> SMAD3  | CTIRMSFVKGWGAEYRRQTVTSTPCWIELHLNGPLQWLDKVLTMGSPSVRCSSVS |
| <i>Homo sapiens</i> SMAD4  | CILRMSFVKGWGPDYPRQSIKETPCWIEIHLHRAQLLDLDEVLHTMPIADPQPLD |
| <i>Mus musculus</i> SMAD1  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Mus musculus</i> SMAD5  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Mus musculus</i> SMAD8  | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |
| <i>Mus musculus</i> SMAD2  | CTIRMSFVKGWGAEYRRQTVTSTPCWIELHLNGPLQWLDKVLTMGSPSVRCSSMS |
| <i>Mus musculus</i> SMAD3  | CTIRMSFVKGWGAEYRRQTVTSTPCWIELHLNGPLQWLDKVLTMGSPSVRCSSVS |
| <i>Mus musculus</i> SMAD4  | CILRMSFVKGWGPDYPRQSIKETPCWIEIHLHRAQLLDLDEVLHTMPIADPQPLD |
| <i>D. melanogaster</i> MAD | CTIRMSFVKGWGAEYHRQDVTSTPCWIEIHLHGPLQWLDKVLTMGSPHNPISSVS |

**Figure S6. Sequence conservation of the MH2 domains of SMAD proteins.**

Multiple amino acid sequence alignment of the MH2 domain of SMAD protein of different species. Colored blocks indicate identical (orange) or highly conserved (yellow) amino acids compared to human SMAD1 (orange).

**SMAD1/5 binding regions with decreased KDM1A binding and increased demethylation of H3K4me2 in *Smad1/5* dKO cells**

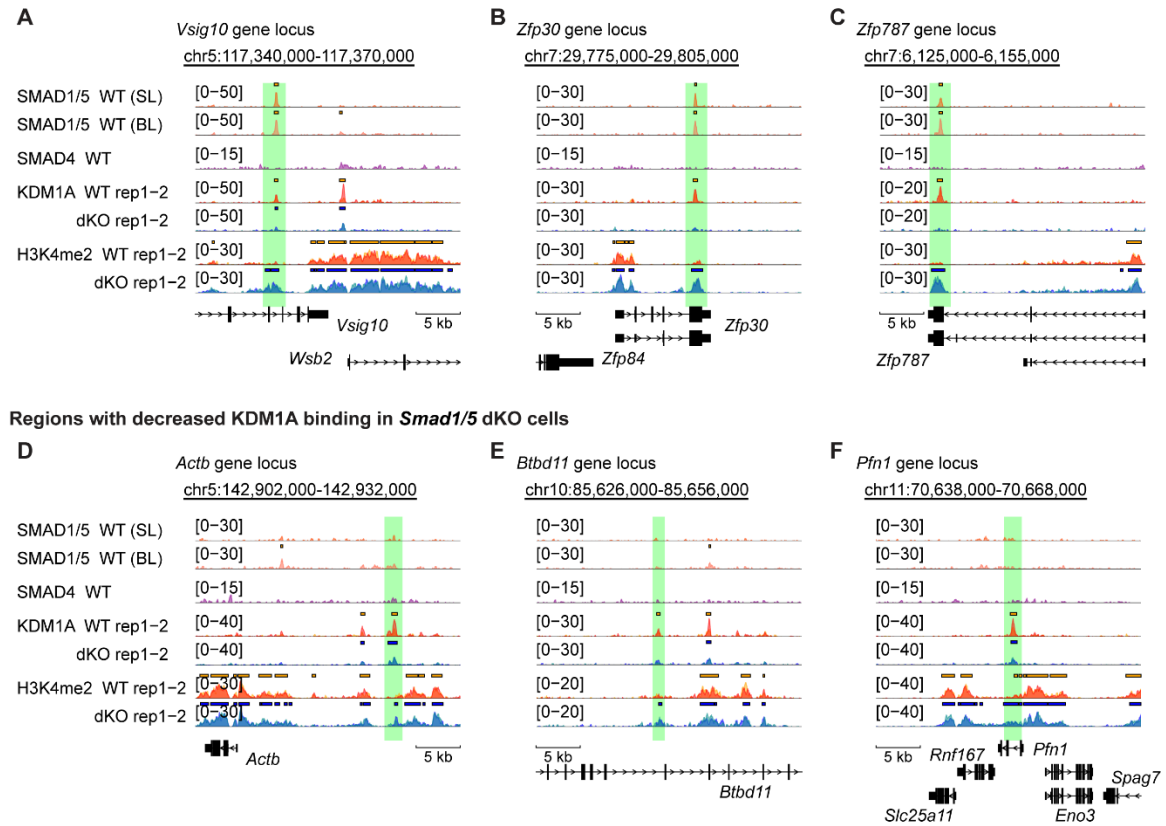

**Figure S7. Gene loci with decreased KDM1A binding and increased demethylation of H3K4me2 in S1/5 dKO cells.**

(A–F) Genome browser tracks of the indicated normalized ChIP-seq signals at the gene loci of indicated genes of WT and S1/5 dKO cells. The read counts were first normalized to  $1 \times$  genome coverage (reads per genome coverage, RPGC) and then normalized to input. Each ChIP-seq data is presented in a different color. Solid bars above ChIP peaks represent called peaks. (A–C) Examples of SMAD1/5 binding regions with decreased KDM1A binding and increased demethylation of H3K4me2 in S1/5 dKO cells. (D–F) Examples of SMAD1/5-unbound regions with decreased KDM1A binding and increased demethylation of H3K4me2 in S1/5 dKO cells.

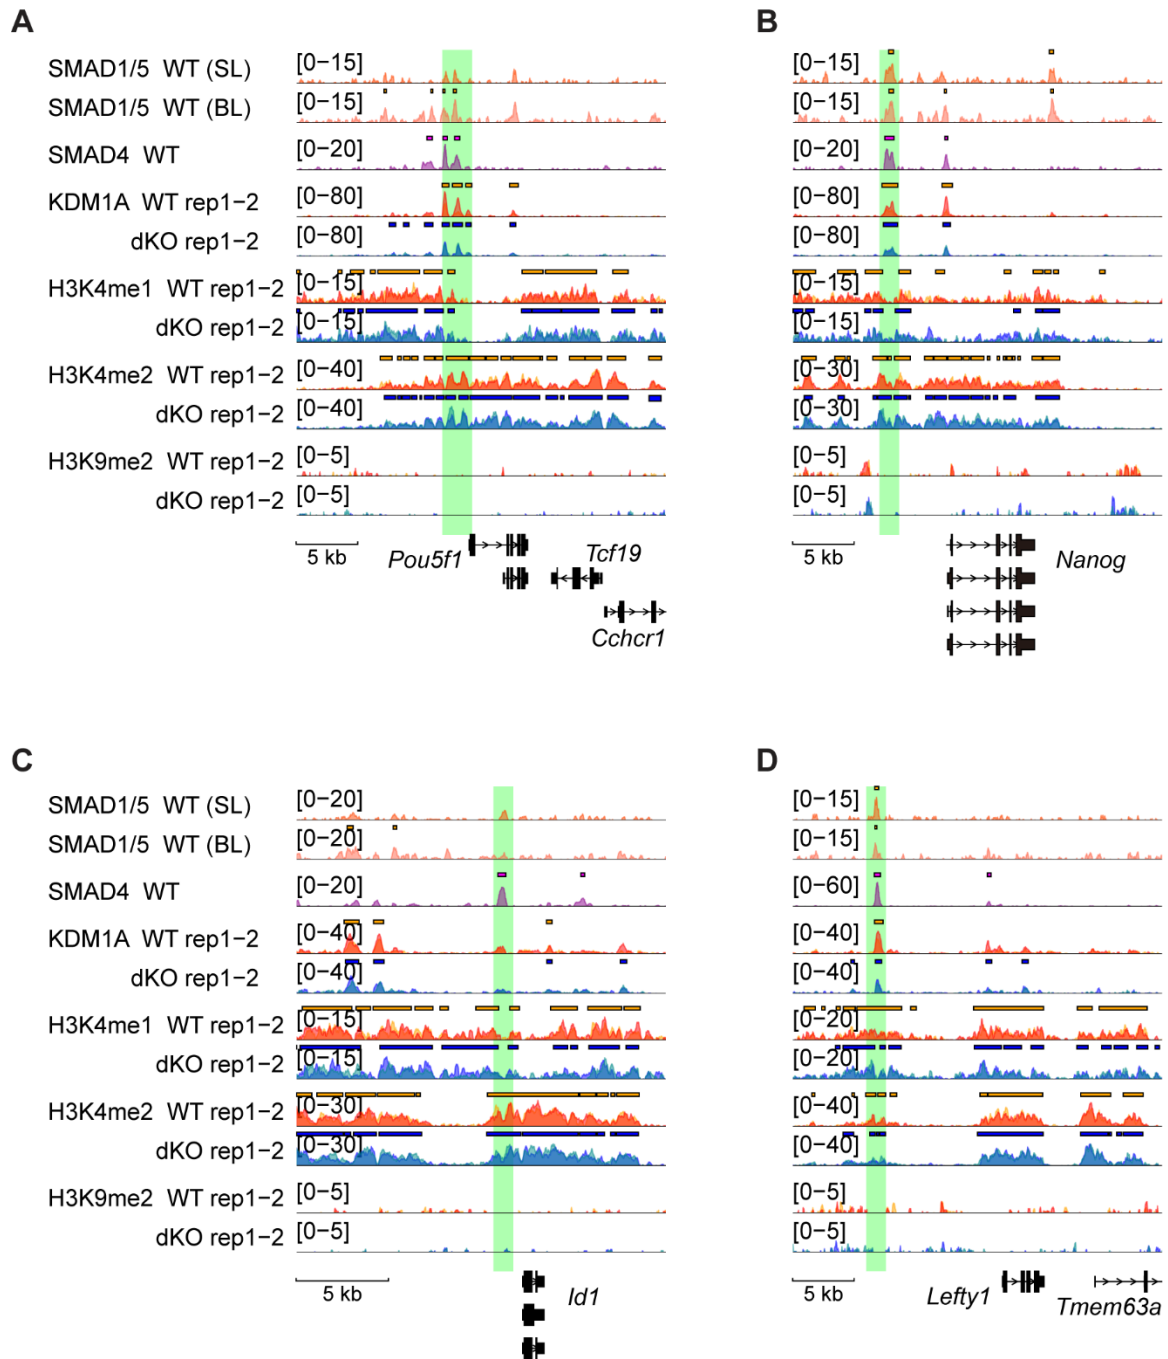

**Figure S8. H3K4me2 and KDM1A enrichment in the SMAD1/5-SMAD4 binding regions in naïve ESCs.**

(A–D) Genome browser tracks of the indicated normalized ChIP-seq signals at the gene loci of indicated genes of WT and S1/5 dKO cells. The read counts were first normalized

to  $1\times$  genome coverage (reads per genome coverage, RPGC) and then normalized to input. Each ChIP-seq data is presented in a different color. Solid bars above ChIP peaks represent called peaks.

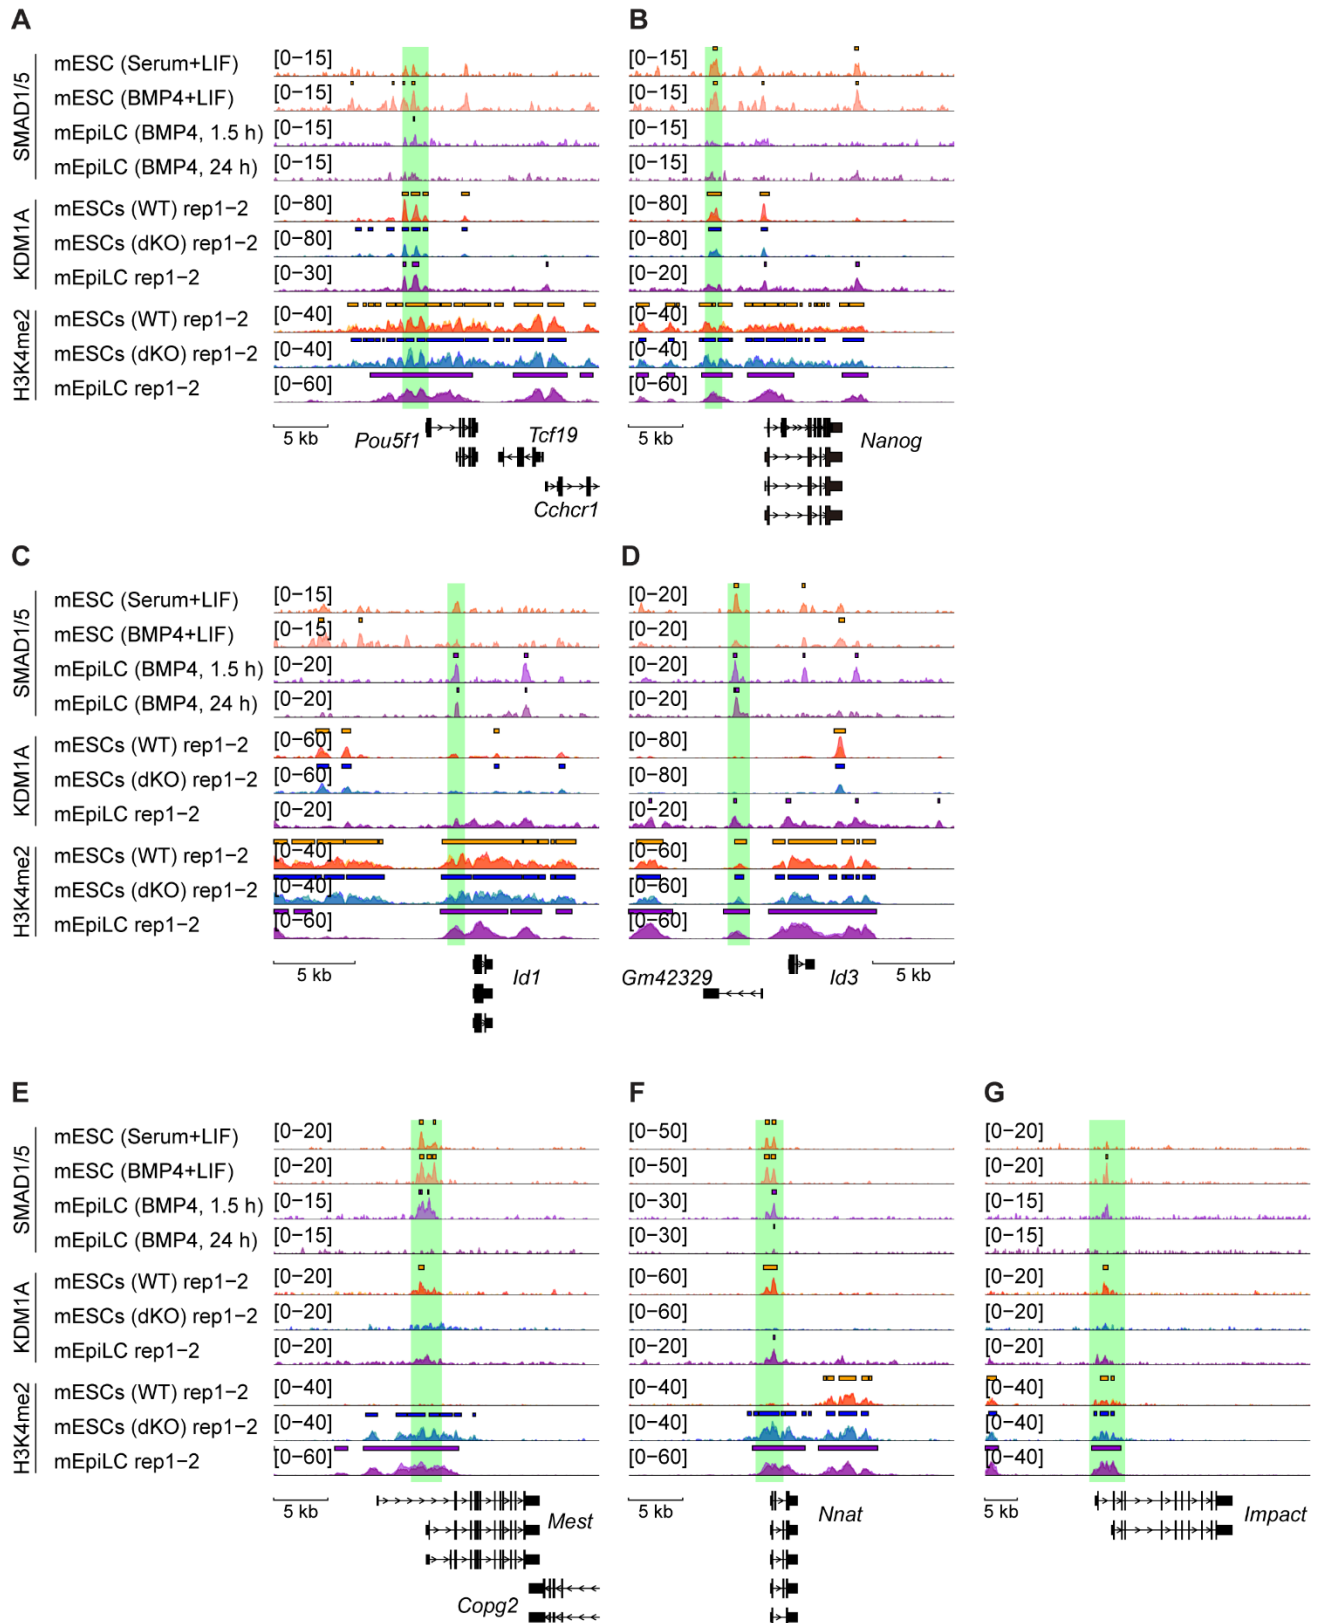

**Figure S9. Evaluation of SMAD1/5, KDM1A, and H3K4me2 at SMAD1/5-bound regions in naïve mESCs and formative/primed EpiLCs.**

(A–G) Genome browser tracks showing normalized ChIP-seq signals for the indicated factors at selected gene loci in WT and *Smad1/5* dKO mESCs, and WT mEpiLCs. Read counts were first normalized to  $1 \times$  genome coverage (reads per genome coverage, RPGC) and then to input. Each ChIP-seq dataset is shown in a different color. Solid bars above ChIP peaks indicate peak-calling results. Previously reported SMAD1/5 peaks in mEpiLCs at 1.5 and 24 hours after BMP4 treatment are annotated. *Pou5f1* (Oct4) is bound by SMAD1/5 in both naïve and formative/primed cells, while *Nanog* is bound only in the naïve state. *Id1* and *Id3* serve as known SMAD1/5-SMAD4 target genes.

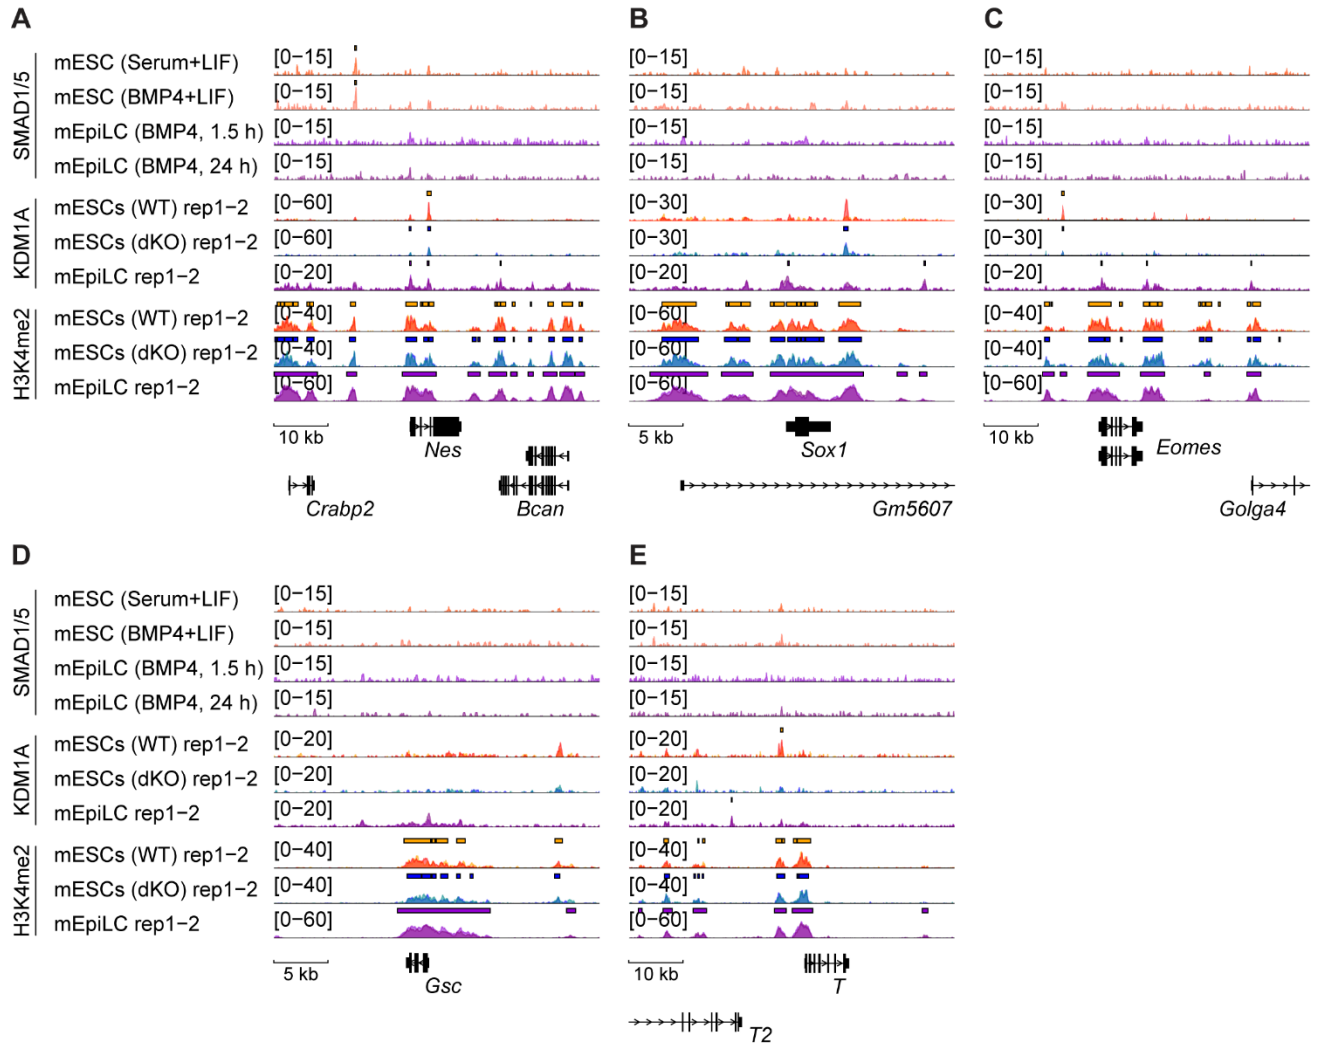

**Figure S10. Evaluation of SMAD1/5, KDM1A, and H3K4me2 at SMAD1/5-bound regions in naïve mESCs and formative/primed EpiLCs.**

(A–E) Genome browser tracks showing normalized ChIP-seq signals for the indicated factors at the loci of genes associated with differentiation. Read counts were first normalized to  $1 \times$  genome coverage (reads per genome coverage, RPGC), and then to input. Each ChIP-seq dataset is displayed in a different color. Solid bars above ChIP peaks indicate called peaks. For SMAD1/5 ChIP-seq data in mEpiLCs, previously identified peaks are marked (224 peaks at 1.5 hours and 132 peaks at 24 hours after BMP4 treatment).

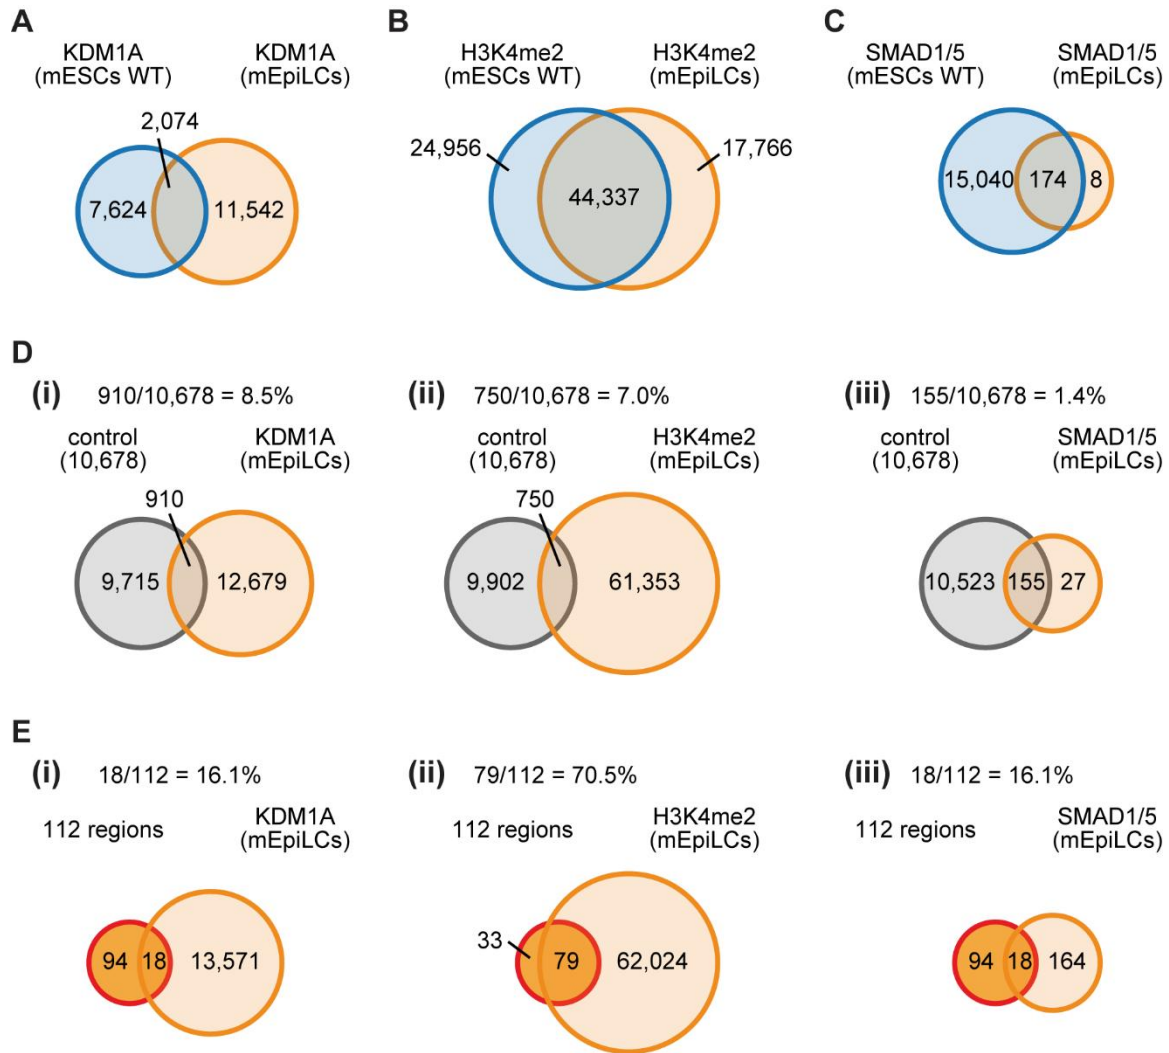

**Figure S11. Evaluation of SMAD1/5, KDM1A, and H3K4me2 at SMAD1/5-bound regions in naïve mESCs and formative/primed EpiLCs.**

(A–E) Venn diagrams indicating the overlap of genomic regions identified using ChIP-seq data. (A–C) Overlaps of regions bound by KDM1A, H3K4me2, and SMAD1/5 in WT mESCs or WT mEpiLCs. (D) Control regions that are SMAD1/5-positive but H3K4me2-negative in mESCs ( $n = 10,678$ ), and their overlap with the indicated ChIP-seq peaks in mEpiLCs. (E) The 112 genomic regions that represent candidate loci where SMAD1/5

recruits KDM1A to demethylate H3K4me2 (as defined in Figures 6B and 6C), and their overlap with the indicated ChIP-seq peaks in mEpiLCs.

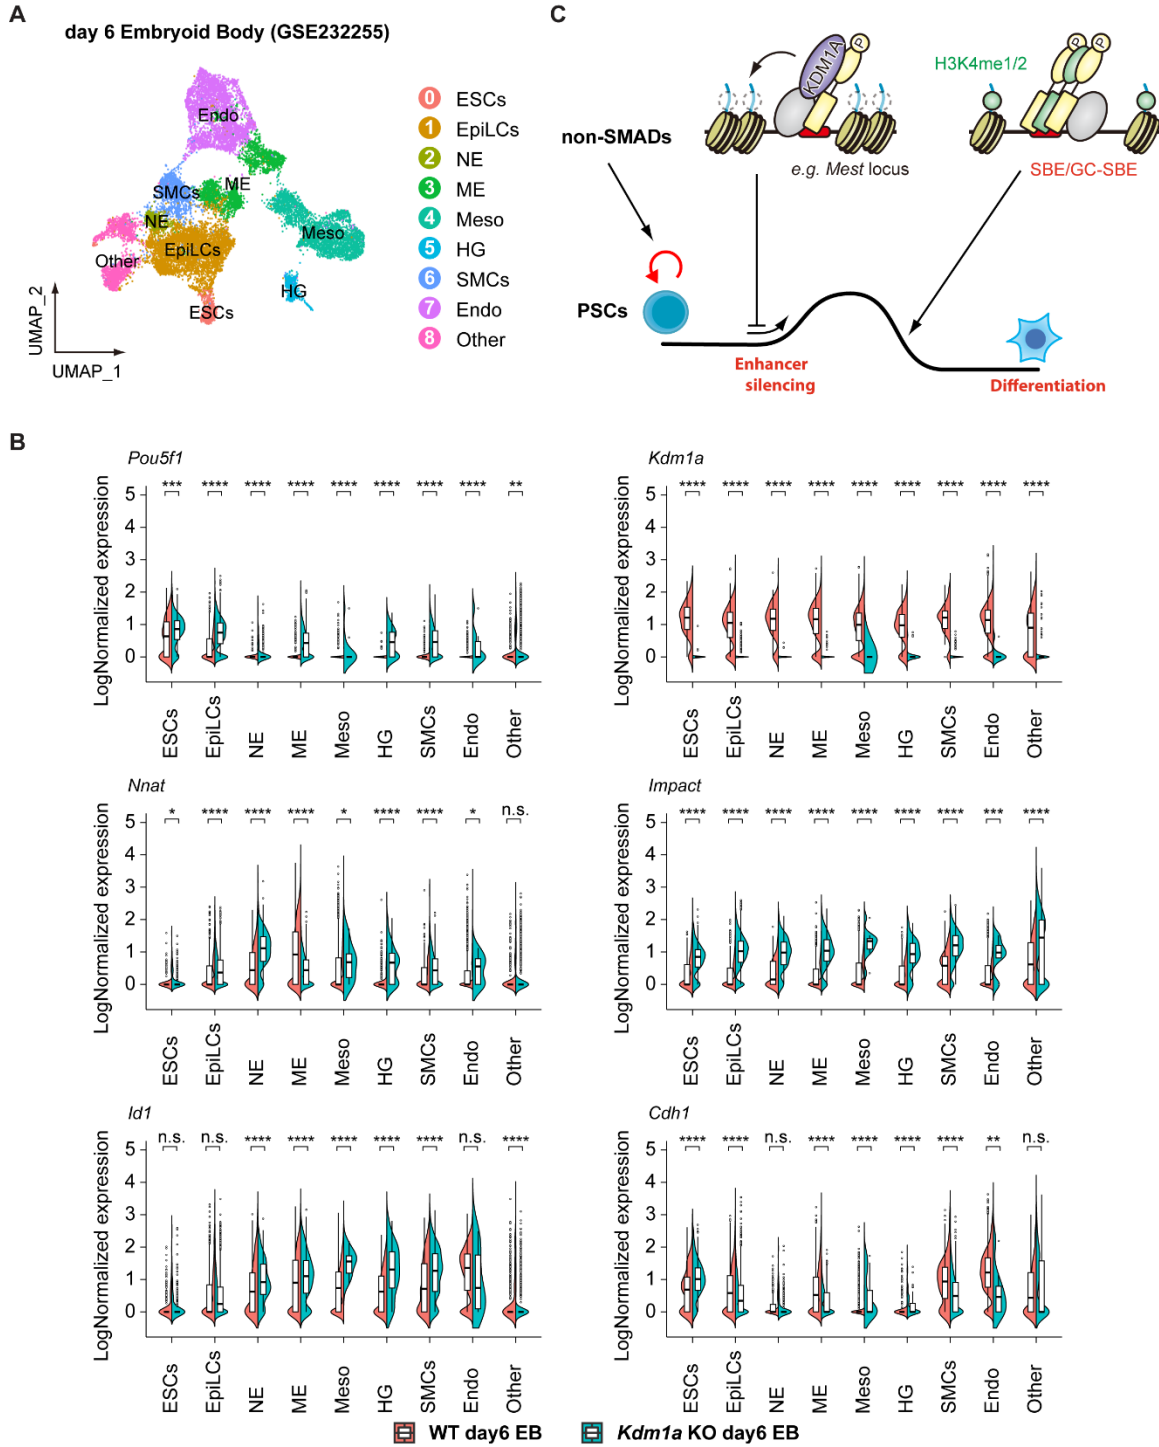

**Figure S12. Effects of KDM1A loss in PSC differentiation to specific lineages.**

(A) UMAP plot showing the cell types present in the day 6 embryoid body generated from *Kdm1a*-deficient mESCs (n=7,623) and control (n=10,214) (29). Cells are colored based

on the clusters they belong to. NE: Sox1<sup>+</sup> neuroectoderm progenitor; NM: Nascent Mesoderm; ME: Mesendoderm; Meso: Mesoderm; HG: Flk1<sup>+</sup> hemangioblast; SMC: Smooth Muscle Cells; Endo: Endoderm; VE: Visceral Endoderm.

**(B)** Half-violin plots showing the distribution of the mRNA expression levels of the indicated genes in either WT or *Kdm1a*-deficient cells within the indicated subpopulations. Each cell was treated as an independent replicate, and differences in gene expression between conditions were analyzed using the Wilcoxon rank sum test.

**(C)** Model for roles of BMP signaling in mESCs. The BMP-SMAD pathway is dispensable to maintain mESCs, while the SMAD complex with SMAD4 directs differentiation towards specific lineages, such as mesoderm. Our findings demonstrate that the SMAD1/5-KDM1A complex represses genes related to developmental process toward several lineages, including neuroectoderm, in naïve mESCs. SBE: SMAD binding element; GC-SBE: GC-rich SBE.

**Figure 4A**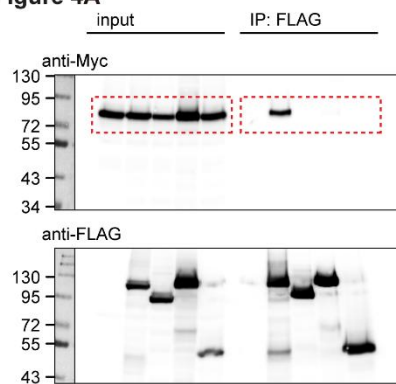**Figure 4B**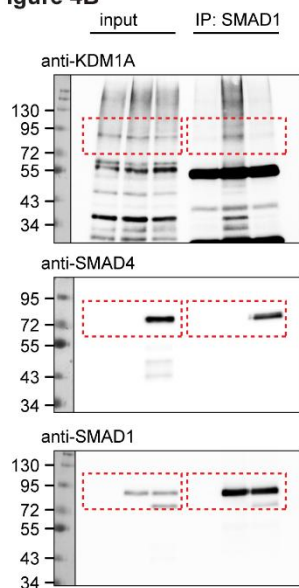**Figure 4C**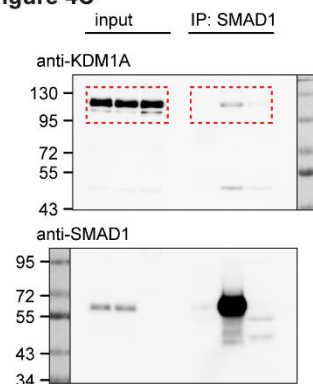**Figure 4F**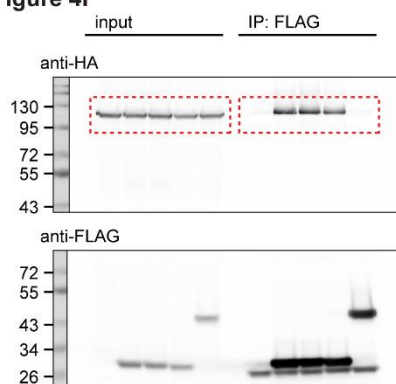**Figure 4G**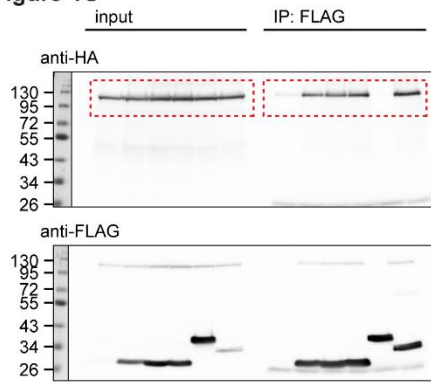**Figure 4H**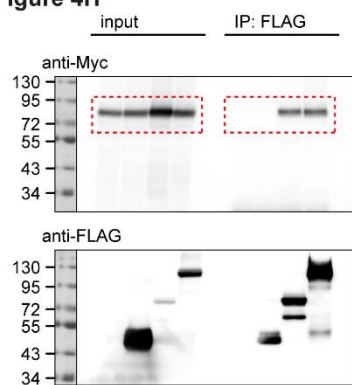**Figure 4I**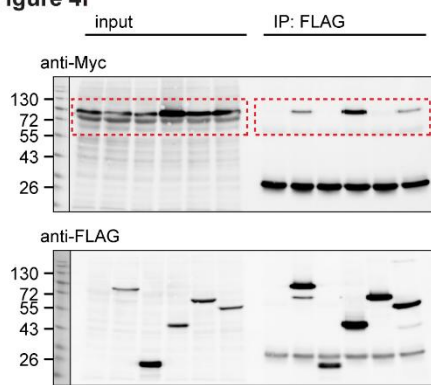

**Figure S13. Uncropped Western blot images.**

Uncropped images of all Western blots are shown, as well as the approximate extent of the cropped region.

How the deposited data were processed for this re-analysis (not part of the article)

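Single-cell RNA-seq was analysed from 2 libraries of the study, 1 of parental E14 mESCs (WT) and 1 of *Smad1/5*-deficient mESCs (S1/5 dKO), both cultured in SL. The authors aligned the reads to mm10 and counted UMIs per gene and barcode with Cell Ranger 3.0.2, and the deposited matrices hold these counts without normalization, for all barcodes of the kit. Everything else was computed from these counts. The gene positions are those of GENCODE for GRCm38. Which of the paper's S1/5 dKO lines the library came from is not stated, and *Smad5* mRNA was higher in it than in WT, so it is called the library labelled S1/5 dKO.

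Barcodes with at least 1000 detected genes and at most 5% mitochondrial UMIs were kept, as in the paper. Scrublet, run on each library through scanpy 1.11.5, marked 17 WT cells and 1 cell labelled S1/5 dKO. A caller that marks so few cells has not worked, so no doublets were removed, and cells with over 2 times the median UMIs of their library (135 WT cells and 140 cells labelled S1/5 dKO) were left out in an added alternative. Counts were log-normalized with a scale factor of 10000 in Seurat 5.3.0 on R 4.3.3, 2000 variable genes were chosen per library, the libraries were integrated through anchors, and clusters were made with 30 principal components at resolution 0.5. The paper used Seurat 4.3.0.1 and its text does not name the number of principal components. Genes detected in at least 3 cells entered the clustering.

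Clusters were named from fixed lists of 18 2C-like, 12 ER-like, 4 ribo-like, 10 naïve-like, 6 primed-like, 6 endoderm-like and 6 fibroblast-like markers. A marker counted as raised where it was at least 1.5 times as high in the cluster as in the other cells and detected in at least 10% of its cells, and the leading genes of a cluster are those with the highest fold among genes detected in at least 25% of its cells. The clusters other than the ribo-, ER- and 2C-like ones form the main population. Cell cycle phases were scored after thinning each cell to 10000 UMIs at random and leaving out shallower cells; the tricycle package used in the paper was not available. Ratios between the libraries are ratios of UMIs summed over the main population and divided by its total UMIs, for genes with at least 50 UMIs over both libraries. Where a gene list is compared with chance, its median log2 ratio is set against 10000 random lists of the same size matched on mean expression. Positions along each chromosome were scanned with the median over 21 neighbouring genes with at least 200 UMIs. The versions used were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3, with matplotlib for the plots and edgeR 4.0.16 for TMM scaling.

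Each condition has 1 library, so no test between the conditions was run and no number of changed genes is given. Intervals are exact 95% Poisson or binomial intervals and say nothing about the spread between cultures. The depth, a median of 38662 UMIs per WT cell and 34548.5 per cell labelled S1/5 dKO. The 1254 and 982 UMIs of *Smad1* in the main populations, for example, give an interval from −0.68 to −0.44 for its log2 ratio. The procedure was tested on simulated data, 2 libraries of the same UMI totals with 200 changed genes among 13551 and a lowered segment of 100 genes. The summed UMIs were drawn from Poisson distributions, as the intervals assume. The simulation thus checks the calculation and says nothing about the spread between cells or cultures. All 193 changed genes that passed the minimum had the right direction, 95.4% of the intervals held the true ratio, 12 of 13260 unchanged genes came out at least 2-fold apart, and both ends of the segment were found.

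The filters, the clustering, the comparisons, the marker and imprinted gene lists and most alternatives were chosen before the data were examined. The genes named singly are, by a rule set at the same time, those the paper names for these cells, *Smad1* and *Smad5*, the genes of the lists, the 5 highest and 5 lowest ratios among genes with at least 500 UMIs, and the 3 largest differences in each direction of Table S2. Some genes that meet the rule are not reported here. Genes named outside it are marked as such. The alternatives tried were other limits on detected genes and mitochondrial UMIs, Scrublet, resolutions of 0.3 and 0.8, 20 principal components, merging without integration, other minimums of UMIs, thinning to 5000 UMIs or none, per-cell means, TMM and median scaling, and all cells in place of the main population. Added after seeing the data were the removal of cells of high UMIs, clustering without the genes of Table S1, clustering on thinned cells, a minimum of 20 UMIs for the number of genes at least 2-fold apart, the chromosome 8 segment and the division of WT cells by *Mest* UMIs. Genes of the imprinted lists with under 50 UMIs were left out of the medians.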

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

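Apart from the medians of whole chromosomes and the test of a loss of maternal germline imprints in the library labelled S1/5 dKO, the tests in this part, those on the chromosome 8 segment included, were chosen only after the result was seen. The patterns concern gene positions, gene lists, single cells or barcodes that the paper does not analyse, though some of the genes in them, such as those of Table S2, *Mest*, *Nnat* and *Impact*, are genes it does analyse.

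Of the 20 genes of Table S2 that are higher in WT, 13 lie in 1 segment of chromosome 8, from 70139499 to 79399518, among them *Hmox1*, *Lsm4* and *Mrpl34*. The median log2 ratio over all of chromosome 8, set out in advance, was −0.02 (−0.04 to −0.01), at percentile 0.03 of the random lists. Chromosomes 9 (−0.03, percentile 0.03), 12 (−0.03, percentile 0.17) and 14 (−0.03, percentile 0.525) came as low, so that this median does not single out chromosome 8. The bounds of the segment were then found from the same ratios. The median log2 ratio of its genes was −0.54, lower than any of 10000 random lists matched on expression (−0.06 to 0.06), and 98 of its 102 genes lay below 0, which argues against a change of scattered single genes. The rest of chromosome 8 had a median of 0.000577, so that scaling or depth is not the cause, and the lowest median of random lists matched on GC content was −0.065. On other chromosomes, windows of 21 genes had medians between −0.19 and 0.22. Per cell, the segment held a median of 1.13% of the UMIs in WT and 0.785% in the library labelled S1/5 dKO, and 99.2% of the cells of that library lay below the 5th percentile of WT cells, which argues against a difference in only part of the cells. A difference in copy number may account for the pattern. The loss of 1 of 2 copies without compensation predicts a log2 ratio of −1, outside the interval of the median, whose lower bound is −0.56. A ratio of 2 to 3 copies gives −0.58 and of 3 to 4 copies −0.42, which lie outside this interval (−0.56 to −0.49) as well, so that none of these ratios by itself gives the median. Lower transcription of the whole segment with an unchanged copy number cannot be told apart from it, because RNA alone shows only that the genes were lowered alike, with a median absolute deviation of 0.104 against 0.0897 outside. A gain in the WT line cannot be told apart from a loss in the other line either, since the level of 0.69 relative to WT is a ratio of 2 lines and neither is an unaltered reference. The last scanned gene of the segment is *Smad1*, a gene targeted with Cas9. The next scanned gene, *Otud4*, starts at 79639618, so that the ratios do not place the end more closely than between neighbouring genes. A break at the site targeted in *Smad1* is a candidate explanation of that end, found on the same data and not tested apart from them. *Borcs8* at the other end was named after its values were seen. So were the genes next to the segment on the outside, *Nr2c2ap* (0.25) before *Borcs8* and *Otud4* (−0.08) after *Smad1*. Where a gene of this segment is lower in the library labelled S1/5 dKO, as 77 of the 500 Table S1 genes higher in WT are, its ratio may come from the segment.

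Maternally expressed genes of clusters with a maternally methylated germline DMR had a median log2 ratio of −0.33 (−0.61 to −0.05) in the library labelled S1/5 dKO over WT, with all 10 below 0. The random lists lay between −0.27 and 0.25. *Gnas*, an imprinted gene that the paper states did not change, is not on this list. *Grb10*, *Phlda2* (−0.61) and *H13* (−0.42) are among them, and 4 of the 10 are in Table S1. The 6 others had a median of −0.12, below 0 in each case and at percentile 3.53 of the random lists. The paternally expressed genes of the same clusters were at percentile 100 of the random lists, also where these were matched on GC content. Together these are the directions that a loss of maternal germline imprints in that line would give. Such a loss may extend past the DMRs that the paper examined. The 3 paternally expressed genes below 0 do not follow these directions. In size, *Mest* (3.07) and *Nnat* (2.98) lay above the 2-fold rise that activity of both copies in place of 1 would give. The paper reports that the DMRs of *Mest*, *Nnat* and *Impact* were hypermethylated in WT, so a loss cannot be measured here against an unaltered reference. Genes of clusters with a paternally methylated germline DMR, in which such a loss predicts ratios near 0, had a median of 0.33 (0.19 to 4.33), with all 5 above 0, at percentile 99.5. A loss of maternal imprints does not account for them. They include *Meg3* (0.33) and *H19* (4 and 93 UMIs), and for *Dlk1* and *Meg3* the paper reports that the intergenic DMR was little affected. The median of 5 genes is imprecise, and this list, unlike the others, was not divided by the parental copy that is expressed. The line, its passages and the label of a library without a lower *Smad5* level are 1 unit here, so that no biological cause could be separated from the history of the line.

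In WT, *Mest* UMIs lie in few cells (206 of 2131 cells have at least 2, with a mean of 4.87). Between these cells and the 1888 WT cells without a *Mest* UMI, the other paternally expressed genes had a median log2 ratio of 0.50 (−0.03 to 0.78), with 11 of 14 above 0, higher than any of the random lists (−0.25 to 0.20). *Nnat* had 14.8 and 1.67 CPM, *Impact* 67.8 and 42.5. That argues against bursts of *Mest* transcription alone. Maternally expressed genes had a median of −0.38 (−0.69 to −0.03), with 9 of 10 below 0. Genes of clusters with a paternally methylated germline DMR had a median of 0.24, with 3 of 3 above 0, at percentile 98.7. Cells of the other line in the WT library would carry its low share of UMIs from the chromosome 8 segment (0.785%), but the cells with *Mest* had 1.15%, against 1.13% for the others. Free RNA held 0.0573% of the *Mest* UMIs per cell, and 26 *Mest* UMIs of the WT library lay at barcodes of the other library's cells, too few for either to be the source. After thinning each cell to 10000 UMIs, the median of the paternally expressed genes was 0.40, which argues against depth. The cells were found in each of clusters 0 to 3, with the lowest share, 5.43%, in cluster 2, so that they are not 1 state separated by the clusters. A loss of maternal germline imprints in part of the WT cells may account for the paternally and maternally expressed genes of clusters with a maternally methylated DMR, as a hypothesis found and tested on these cells. It does not account for the other 3 genes, for which it predicts ratios near 0. Levels compared between WT cells also do not show which of these cells have unaltered imprints. Within the library labelled S1/5 dKO, the same division gave 0.08 for the other paternally expressed genes, −0.01 for the maternally expressed genes and 0.33 (−0.31 to 0.95) for the clusters with a paternally methylated germline DMR, with 4 of 5 genes above 0, at percentile 98.1. *Xlr3a*, chosen after its values were seen, had 3.72 and 0.257 CPM in WT cells with and without *Mest*. Between the same cells, the log2 ratios were 5.30 for *Xlr4a*, 3.12 for *Xlr3c*, 2.00 for *Efhc2* and 0.76 for *Stmn2*. *Khdc3*, chosen like *Xlr3a*, had −0.0013. The cells with *Mest* may thus share more than imprinted genes, which a loss of imprints alone would not cover. The 2 lines may then differ in part by the share of such cells.

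The clusters led by *Sp5* and *Fgfbp1*, genes chosen after their values were seen, held 29.2% of the cells labelled S1/5 dKO and 18.1% of the WT cells. *Sp5* had 30.3 CPM in cluster 2 and between 2.09 and 3.15 in clusters 0, 1 and 3. *Nanog* was lower (88.7 against 132 to 169) and *Otx2* higher (9.88 against 2.19 to 3.47), and 3 of the 6 primed-like markers were raised, none among the 10 leading genes, so the cluster was not named. The share was larger in that library in all 9 clusterings. With the genes of Table S1 left out it was 27.5% there, on thinned cells 24.3% and without integration 27.9%, each above its WT value (17.2%, 15.1% and 9.35%). Clustering on genes that differ and depth therefore do not account for it. Integration cannot be told apart from the other explanations that stay open, because without it the main population itself split by library, with 57.2% of WT and 4.88% of the library labelled S1/5 dKO in 1 cluster. A difference between any 2 cultures cannot be told apart from an effect of the genotype, because each line has 1 library, and *Smad5* mRNA was not lower in the library labelled S1/5 dKO.

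No barcode was a cell in both libraries (0 shared), and yet 100% of the barcodes of the cells labelled S1/5 dKO had UMIs in the WT library, against 20.1% of the other barcodes. Their 367802 UMIs equal 0.337% of the UMIs of these cells. They carried *Mest* at 70.7 CPM (46.2 to 103.6), near the 94.0 of the library in which they are cells and far above the 11.2 of WT. In the other direction, 6 *Mest* UMIs gave 19.9 CPM (7.30 to 43.3). Index cross-talk between libraries sequenced together may account for this. Since no barcode was a cell in both libraries, these UMIs do not enter the sums over the cells.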

How the results depend on the processing

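The tests and alternatives chosen only after the data were seen are those of the clusters led by *Sp5* and *Fgfbp1*, the chromosome 8 segment, the WT cells with *Mest* UMIs, the removal of cells with high UMIs, clustering without the genes of Table S1, clustering on thinned cells and the minimum of 20 UMIs for the number of genes at least 2-fold apart. No paired analysis was possible because each condition has 1 library.

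Of the results set in advance, 240 values stayed within the main interval (or, for counts of genes, within 1.5 times the main count) and 23 moved. Under the added alternatives 47 stayed and 15 moved. For single genes, the alternatives set in advance gave 724 values that stayed, 51 that moved and 1 that reversed, and the added one 105 and 6. *Bmpr1b*, with 12 and 8 UMIs, had a log2 ratio of −0.79, and of 0.18 with every cell thinned to 10000 UMIs, which leaves fewer UMIs still. Among the 46 named genes with an absolute log2 ratio of at least 0.5, 362 of 363 values kept their sign, with *Bmpr1b* as the exception.

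The main population held 95.3% of the WT cells and 96.7% of the cells labelled S1/5 dKO. Clustered on thinned cells, where no ribo-like cluster formed and the shallow cells were left out, the shares were 97.6% and 98.9%, and merged without integration the share in the library labelled S1/5 dKO was 97.4%. Clustered on thinned cells, the 2C-like cells made up 0.228% of WT and 0.176% of the other library. No 2C-like cluster formed when the libraries were merged without integration or when the genes of Table S1 were left out, so these alternatives give no value for it. The share of ER-like cells was larger in WT under each of the 9 clusterings.

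The clusters led by *Sp5* and *Fgfbp1* held 18.1% of WT and 29.2% of the library labelled S1/5 dKO. In WT the share was 9.93% at resolution 0.8, 13.2% with 20 principal components, 9.35% merged without integration and 15.1% on thinned cells. In the library labelled S1/5 dKO it was 14.9% at resolution 0.8, 17.1% with 20 principal components, 24.3% on thinned cells and 27.5% without the genes of Table S1. The cause was not tested beyond the tests of this share given among the patterns above.

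The shares of the cell cycle phases moved with the depth. Without thinning, WT had 26.1% in G1, 34.6% in S and 39.3% in G2/M, and the library labelled S1/5 dKO 21.7%, 35.4% and 42.9%. Thinned to 5000 UMIs, WT had 24.0%, 22.6% and 53.4%, and the library labelled S1/5 dKO 20.0%, 22.4% and 57.6%. Under each of these, G1 was lower and G2/M higher in the library labelled S1/5 dKO, as after thinning to 10000 UMIs, and the S share was higher in that library only without thinning. The cause was not tested.

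The number of genes at least 2-fold apart fell from 171 (116 higher in the library labelled S1/5 dKO and 55 higher in WT) to 92 (61 and 31) with every cell thinned to 10000 UMIs, to 61 (46 and 15) among genes with at least 200 UMIs and to 34 (27 and 7) with at least 500 UMIs. With at least 20 UMIs it rose to 376 (219 and 157). The minimum and thinning change by construction how many genes are included, 15075 with at least 20 UMIs and 9637 with at least 500 UMIs. The median log2 ratio of chromosome 11 was 0.01, and 0.018 with TMM scaling, which shifts all genes alike. The directions of the Table S1 genes held for 865 or 866 genes under each alternative, and those of the 40 Table S2 genes under each.

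The median of the chromosome 8 segment lay between −0.54 and −0.53 under its 6 alternatives. The medians of the imprinted lists lay between 0.86 and 0.96 for paternally expressed genes, −0.42 and −0.27 for maternally expressed genes and 0.33 and 0.35 for clusters with a paternally methylated DMR. For the WT cells with *Mest* UMIs, the median of the other paternally expressed genes lay between 0.34 and 0.54, and that of the maternally expressed genes between −0.41 and −0.21. The depth limits the comparison of 2C-like cells, of which between 5 and 14 were found per library under the alternatives that gave a cluster, and of genes with few UMIs such as *Fgf5* (3 and 2), *Igf2* (3 and 2) and *T* (19 and 16).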

Differences from the paper's values

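The alternatives marked as added in this part were chosen only after the values were seen.

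The 2C-like cluster held 11 WT cells and 13 cells labelled S1/5 dKO, where the paper's values are about 5 and about 5 in Fig. S2C, read by eye. Cluster names were rebuilt here from marker lists. Of the alternatives set before the data were examined, 20 principal components gave 6 WT cells, which closes the gap, and 9 cells labelled S1/5 dKO, which does not. Resolution 0.3 gave 9 and 13, resolution 0.8 gave 11 and 14, and the removal of Scrublet doublets 9 and 13, none of which closed the gap. Merged without integration, no such cluster formed. Of the added alternatives, removing the cells with over 2 times the median UMIs gave 7 WT cells, which closes the gap, and 10 cells labelled S1/5 dKO, which does not, and clustering on thinned cells gave 5 and 5, which closes both. The rule of at least 10 marker UMIs, which is another measure, gave 4 and 6 cells.

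For some genes the paper states a direction from qRT–PCR in its S1/5 dKO lines that differs from the sums of UMIs in the library labelled S1/5 dKO. The paper states that *Gnas* did not change, and its log2 ratio here was −0.38 (−0.41 to −0.35). The UMIs of *Gnas* cover all transcripts of the locus that share its 3′ end. The paper states that *Dnmt3b* and *Dnmt3l* were higher in both lines. Their log2 ratios here were 0.04 (−0.04 to 0.11) and −0.10 (−0.14 to −0.05).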

Other observations

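The tests of *Smad5*, of the ribo-like cells and of the share of ER-like cells, and the clustering on thinned cells, were chosen only after the result was seen.

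*Smad5* mRNA was higher in the library labelled S1/5 dKO (log2 ratio 0.56), and the paper's own value in Table S1 is 0.58. A swap of the 2 labels would also turn *Id1* around, which was lower in that library, with a log2 ratio of −0.998. Transcripts of an edited *Smad5* gene that are still counted could give this level and cannot be told apart from an unedited gene, because counts without sequence do not show the edit.

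Other imprinted genes that the paper measured by qRT–PCR had the following values here. *Dlk1* had 365 UMIs in WT and 499 UMIs in the library labelled S1/5 dKO, a log2 ratio of 0.24 (0.05 to 0.44); the paper states that it rose in only 1 of the lines. *Igf2*, for which the paper states the same, had 3 and 2 UMIs, too few to compare. *Snrpn*, a gene of the imprinted lists that the paper has in Table S2 but does not name in its text, had 55.8 and 107.8 CPM. Its log2 ratio was 0.95 (0.90 to 1.00). For *Dnmt1*, *Dnmt3a* and *Uhrf1*, which the paper found unchanged by qRT–PCR, the log2 ratios were 0.06 (0.02 to 0.10), 0.21 (0.12 to 0.29) and 0.05 (0.01 to 0.10). *Kdm1a* had a log2 ratio of −0.10.

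The cells of the ribo-like cluster hold few UMIs, 11.3% of their library's median. Nuclei without cytoplasm would be enriched in transcripts kept in the nucleus, but *Malat1* had 128 CPM in the WT cells of the cluster (86.0 to 184) and 1057 in the WT main population, and *Neat1* had 0 UMIs. *Malat1*, *Neat1* and *Gm42418* were chosen after their values were seen. Free RNA would bring *Gm42418*, at 57677 CPM in the WT barcodes without a cell, but its level in the WT cells of the cluster was 2430 CPM (2034 and 59380 in the other library), and *Malat1* had 960 CPM in the WT barcodes without a cell. Ribosomal protein genes made up 30.9% of the UMIs, against 25.8% in the main population. Fragments of cells without a nucleus may account for this pattern.

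ER-like cells made up a smaller share of the library labelled S1/5 dKO than of WT. Their share in that library was 0.859% without the genes of Table S1 in the clustering and 0.879% on thinned cells, against 2.33% and 2.14% in WT, so that neither the clustering genes nor the depth account for it. A difference between cultures stays open as untested. *Nupr1* and *Patl2*, named after their values were seen, lead the cluster with *Derl3*.

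*Id1* fell most in cluster 2, from 452 to 81.0 CPM, and *Id3* as well (log2 ratio −1.40, against −0.43 to −0.74 in clusters 0, 1 and 3). For *Id2* the log2 ratio was also lowest in cluster 2 but close to the others, with −1.99 (−2.11 to −1.88) against −1.91 to −1.83. Whether the clusters differ was not tested.

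None of the 6 endoderm-like and none of the 6 fibroblast-like markers was raised in any cluster of the main clustering (0 of 6 each). Clustered on thinned cells, 1 fibroblast-like marker was raised in the 2C-like cluster. The 10 naïve-like markers were found in the clusters of the main population and none of these clusters was named from them. The median log2 ratios of the autosomes lay between −0.03 and 0.01, that of chromosome X was −0.03, and that of the mitochondrial genes 0.11.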
